# Adaptation to Industrial Stressors Through Genomic and Transcriptional Plasticity in a Bioethanol Producing Fission Yeast Isolate

**DOI:** 10.1534/g3.119.400986

**Published:** 2020-02-21

**Authors:** Dane Vassiliadis, Koon Ho Wong, Jo Blinco, Geoff Dumsday, Alex Andrianopoulos, Brendon Monahan

**Keywords:** Schizosaccharomyces pombe, bioethanol, transcriptional adaptation, genomic plasticity

## Abstract

*Schizosaccharomyces pombe* is a model unicellular eukaryote with ties to the basic research, oenology and industrial biotechnology sectors. While most investigations into *S. pombe* cell biology utilize Leupold’s 972*h*^-^ laboratory strain background, recent studies have described a wealth of genetic and phenotypic diversity within wild populations of *S. pombe* including stress resistance phenotypes which may be of interest to industry. Here we describe the genomic and transcriptomic characterization of Wilmar-P, an *S. pombe* isolate used for bioethanol production from sugarcane molasses at industrial scale. Novel sequences present in Wilmar-P but not in the laboratory *S. pombe* genome included multiple coding sequences with near-perfect nucleotide identity to *Schizosaccharomyces octosporus* sequences. Wilmar-P also contained a ∼100kb duplication in the right arm of chromosome III, a region harboring *ght5*^+^, the predominant hexose transporter encoding gene. Transcriptomic analysis of Wilmar-P grown in molasses revealed strong downregulation of core environmental stress response genes and upregulation of hexose transporters and drug efflux pumps compared to laboratory *S. pombe*. Finally, examination of the regulatory network of Scr1, which is involved in the regulation of several genes differentially expressed on molasses, revealed expanded binding of this transcription factor in Wilmar-P compared to laboratory *S. pombe* in the molasses condition. Together our results point to both genomic plasticity and transcriptomic adaptation as mechanisms driving phenotypic adaptation of Wilmar-P to the molasses environment and therefore adds to our understanding of genetic diversity within industrial fission yeast strains and the capacity of this strain for commercial scale bioethanol production.

Increasing global attention is being focused toward the production of alternative sources of renewable energy to combat declining global fossil fuel reserves and the threat of environmental catastrophe brought about by climate change. Bioethanol is a renewable alternative to petroleum which is compatible with most current vehicles and has reduced environmental impact. Bioethanol is produced primarily through the fermentation of sugars by yeast species, particularly *Saccharomyces cerevisiae* (Mohd Azhar *et al.* 2017). Whole-genome sequencing approaches are increasingly being applied to yeast genomes, providing the opportunity for comparative genomic studies on a global scale (Piškur and Langkjær 2004). Several such studies have revealed extensive genetic diversity present within the genomes of *S. cerevisiae* wine, beer, sake, bread and bioethanol producing strains, as well as naturally occurring “wild” isolates from around the world (Yue *et al.* 2017; Gallone *et al.* 2016; Peter *et al.* 2018; Liti *et al.* 2009). Additional studies have revealed extensive genetic variation within currently utilized *S. cerevisiae* industrial bioethanol strains, including cross-hybridization, horizontal gene transfer between *S. cerevisiae* and other *Saccharomyces* species, and multiple genomic rearrangement events (Argueso *et al.* 2009; Babrzadeh *et al.* 2012; Li *et al.* 2014; McIlwain *et al.* 2016).

Stress factors and inhibitory compounds limit the efficiency of industrial scale fermentation by yeasts (Deparis *et al.* 2017). Common stressors during industrial fermentations include temperature, pH, osmotic and ethanol stress (Zheng and Wang 2015). The presence of contaminating organisms or toxins often found in more complex feedstocks such as molasses or lignocellulosic substrates can also impose stress on the industrial organism and inhibit its growth and/or fermentation capacity (Dorta *et al.* 2005). Continued passaging through an environment under artificial selection has been shown to select for industrial strains that can better withstand such pressures, or that possess improved fermentation characteristics (Çakar *et al.* 2012; Mans *et al.* 2018). Certain wild or industrially domesticated *S. cerevisiae* strains have been shown to possess stress tolerance phenotypes or improved fermentation performance when compared to the laboratory type strain S228c (Borneman *et al.* 2013b; Borneman *et al.* 2013a; Steensels and Verstrepen 2014; Steensels *et al.* 2014). Therefore, understanding the genetic mechanisms underlying these phenotypic differences could guide the construction of strains which exhibit improved industrial performance.

The fission yeast *Schizosaccharomyces pombe* is widely studied as a model of eukaryotic cell biology. While much of this work has been conducted in the genetic background of Leupold’s 972*h*^-^ laboratory strain (hereafter “laboratory *S. pombe*”) (Hoffman *et al.* 2015; Fantes and Hoffman 2016), non-laboratory strains of *S. pombe* are also utilized in industrial fermentation processes, including bioethanol production and winemaking (Benito 2019; Benito *et al.* 2016; Choi *et al.* 2010). Recent studies have highlighted extensive genetic and structural variation within geographically isolated *S. pombe* populations (Jeffares *et al.* 2015; Jeffares *et al.* 2017; Brown *et al.* 2011) however, few studies have examined the genetic features of *S. pombe* strains that have been harnessed for industrial purposes. In Queensland, Australia, a wild isolate of *S. pombe*, Wilmar-A, was adapted for the industrial-scale fermentation of sugarcane molasses into bioethanol. Repeated passaging of Wilmar-A through industrial grade molasses resulted in the isolation of the Wilmar-P strain, which is currently used for industrial scale bioethanol production.

In this study we combined whole genome, whole transcriptome and chromatin immunoprecipitation (ChIP) sequencing approaches to develop a comprehensive understanding of the Wilmar-P genomic and transcriptomic landscape compared to laboratory *S. pombe*. We identified extensive sequence level polymorphism comparable to previous studies of wild *S. pombe* isolates and multiple instances of structural variation, particularly at chromosome II subtelomeres. DNA unique to the Wilmar strain genome contained protein-coding sequences with near perfect nucleotide identity to those found in the related *Schizosaccharomyces octosporus* genome. These genes are expressed and form part of the genetic reportoire of Wilmar-P. Transcriptomic analysis revealed the adaptation of a transcriptional program which is active during growth in molasses and results in suppression of core environmental stress response and sexual differentiation pathway gene expression while promoting expression of hexose transporters and transmembrane efflux pumps. Finally we examined the regulatory network of Scr1, a transcriptional repressor of carbon source responsive genes, and found that it is involved in the regulation of multiple genes differentially expressed in Wilmar-P on molasses. An expanded number of Wilmar-P Scr1 targets were identified compared to laboratory *S. pombe* Scr1 on molasses, and Wilmar-P Scr1 binding was associated with transcriptional upregulation at multiple loci suggesting that Scr1 function is repurposed in Wilmar-P. Together, these data highlight both genomic plasticity and transcriptional adaptation as mechanisms by which *S. pombe* adapts to industrial environments.

## Materials and Methods

### Strains, media and growth assays

Strains used in this study are listed in Table S1. Strains were cultured on yeast extract medium (YES) with supplements and carbon sources as described in the text (Sabatinos and Forsburg 2010). Molasses medium contained 22.2% (v/v) Wilmar molasses, 0.6% (w/v) ammonium sulfate, 0.4% (w/v) potassium dihydrogen orthophosphate and was buffered to pH 4.2-4.5 with sulphuric acid (Wilmar Bioethanol, *pers. comm*.).

### Pulsed field gel electrophoresis (PFGE)

Chromosomal plugs were generated from laboratory *S. pombe*, Wilmar-A and Wilmar-P as described previously (Brown *et al.* 1990; Brown 1988). Chromosomes were separated on a CHEF DRIII system (BioRad) using 0.8% (w/v) certified megabase agarose gels. Commercial laboratory *S. pombe* plugs (Biorad) were used as a chromosome size standard. Electrophoresis was conducted over 48 hr with an applied current of 2V/cm (90V total) and a 20 to 30 min ramp gradient switch time at an angle of 106°. 1xTAE buffer (Sambrook and Russell 2001) was circulated at 14°.

### Purification and sequencing of nucleic acids

*S. pombe* genomic DNA was purified using the phenol-chloroform method as described previously (Sabatinos and Forsburg 2010). High molecular weight genomic DNA for Pacific Biosciences (PacBio) sequencing was purified by spheroplasting cells with Zymolyase 20T (Nacalai Tesque) before phenol-chloroform extraction without vortexing. Whole genome sequencing (WGS) Illumina libraries were constructed by Macrogen (South Korea) and sequenced using an Illumina HiSeq 2000. PacBio library construction was performed at the Doherty Applied Microbial Genomics facility (Melbourne, Australia) using an average library size of 12kb and sequenced using a Pacific Biosciences RSII. RNA-seq libraries were generated by the Australian Genomic Research Facility (AGRF, Melbourne, Australia) using Illumina TruSeq protocols and sequenced on an Illumina HiSeq 2500.

### Wilmar strain de novo genome assembly, annotation and alignment

PacBio reads derived from the Wilmar-P strain were assembled using Canu v1.7 (Koren *et al.* 2017). Illumina reads were then aligned to the draft assembly using BWA v0.7.17 (Li 2013) and Pilon v1.23 was used to correct sequencing errors and polish the assembly (Walker *et al.* 2014). Genome annotations were transferred from the *S. pombe* reference library using the Rapid Annotation Transfer Tool (RATT) v1.0 (Otto *et al.* 2011). Additional genome annotation was performed using Maker v2.31.1 (Cantarel *et al.* 2008). Identical annotations from RATT and Maker were merged. For gene loss studies, Wilmar isolate Illumina reads were mapped to the laboratory *S. pombe* reference genome (ASM294 v2.20) using Bowtie2 v2.3.4.1 (Langmead and Salzberg 2012) with the following settings:–sensitive –minins 0 –maxins 700 and read coverage per base was determined using bedtools v2.27.1. Genome *de novo* assemblies were aligned using nucmer v3.1(Kurtz *et al.* 2004). Open reading frames (ORFs) were identified using OrfM v0.7.1 (Woodcroft *et al.* 2016) and characterized using NCBI BLASTn and BLASTx.

### Genome copy number analysis

Copy number variants were called using cnvkit (Talevich *et al.* 2016) with a bin size of 100bp and assuming a ploidy of 1. For global examination of copy number reference genome coverage was calculated at each position using bedtools v2.27.1 (Quinlan and Hall 2010), and coverage graphs were generated by averaging the read coverage within sliding windows (10kb window, 1kb step) across each chromosome using a custom Python script. Genes overlapping regions of copy number gain or loss by cnvkit were verified by examining the raw reads mapped to the laboratory *S. pombe* genome using the integrative genomics viewer.

### Sequence level analysis

Single nucleotide polymorphisms, multi-nucleotide variants and insertions-deletions (SNPs, MNVs and INDELs) were called from the mapped Illumina reads using freebayes and the Genome Analysis Toolkit (GATK) Unified Genotyper v3.6-0 (DePristo *et al.* 2011; Garrison and Marth 2012) with the sample ploidy set to 1 (haploid). Variants were annotated using snpEff v4.3b (Cingolani *et al.* 2012b) and the variant effect predictor (VEP) (McLaren *et al.* 2016). Quality > 30 and depth of sequencing > 10 filters were applied using snpSift v4.3b (Cingolani *et al.* 2012a). Raw whole genome sequence data from previously sequenced *S. pombe* isolates (Jeffares *et al.* 2015) were downloaded from the European Nucleotide Archive (ENA, accession code: PRJEB2733 and PRJEB6284). Variants from all strains were merged using VCF-tools v0.1.15 (Danecek *et al.* 2011). SNPrelate v1.16.0 (Zheng *et al.* 2012) was used to analyze relatedness of the Wilmar isolates *vs.* the strains in the Jeffares *et al.* study (Jeffares *et al.* 2015) and generate a phylogeny based on hierarchical clustering of SNP variation among the strains. Except for a linkage disequilibrium cutoff score of 0.1, default settings for SNPRelate were used.

### Wilmar-P Scr1 TAP tagging, chromatin immunoprecipitation (ChIP) and ChIP-seq library preparation

A tandem affinity purification (TAP) tag was fused to the 3′ end of the Wilmar-P *scr1^+^* coding sequence using methods described previously (Bähler *et al.* 1998). ChIP was performed as described previously (Monahan *et al.* 2008) using two independent biological replicates for each strain and experimental condition. To prepare chromatin for ChIP, cells cultured in YES 3% (w/v) glucose to OD_595_ ≈ 0.5 were harvested by centrifugation, washed twice in sterile water, and split evenly across 50mL YES 3% (w/v) glucose, or molasses medium. After a further 4 hr of culturing, cells were crosslinked with 1% (v/v) formaldehyde for 15min at room temperature with mild shaking. Crosslinking was quenched with 2.5mL 2.5M glycine and cells were lysed by bead beating. The chromatin fraction was sonicated to 200-500bp fragments using a Bioruptor sonicator (Diagenode) on high power using 5x 9 min cycles of 30 sec ON, 60 sec OFF. For TAP-tag ChIP, 4uL mouse anti-protein A antibody (Sigma P2921) was coupled to 100uL pan-mouse Dynabeads (Invitrogen). For RNA PolII^Ser5^ ChIP, 5uL of mouse anti-RNA Polymerase II^Ser5^ phospho-CTD antibody (clone 3E8, Merck 04-1572) was coupled to 100uL goat anti-mouse Dynabeads (Invitrogen) to saturate the beads with antibody and prevent cross-reactivity with the Protein A moiety of the TAP tag. Immunoprecipitated DNA was quantified using a high-sensitivity DNA assay on a Qubit 2.0 fluorometer (Invitrogen). ChIP-seq library preparation was performed as described previously (Wong *et al.* 2013). Library DNA was examined for quality on an Agilent Bioanalyser 2100 using DNA high-sensitivity chips. ChIP-seq DNA was sequenced on an Illumina HiSeq 2500 using either a 75bp single-end or 100bp paired-end strategy.

### RNA-seq and ChIP-seq analysis

Laboratory *S. pombe* RNA-seq and ChIP-seq data for laboratory media growth conditions from our previous study (Vassiliadis *et al.* 2019) was downloaded from the Sequence Read Archive (GSE123617 and GSE123614). Illumina adapter sequences were removed with Trim_Galore! v0.4.3, a wrapper for Cutadapt, using default parameters (Krueger 2016; Martin 2011). To examine Wilmar specific gene expression, Wilmar-A and Wilmar-P strain RNA-seq reads were aligned to their respective *de novo* assembled genomes using Tophat2 v2.1.1 (Kim *et al.* 2013) using the following parameters:–max-intron-size 5000 –library-type fr-firststrand. Wilmar-A, Wilmar-P and laboratory *S. pombe* reads were also mapped to the *S. pombe* reference genome (ASM294v2.25) using the same conditions. FeatureCounts v1.5.2 (Liao *et al.* 2014) was used to count reads mapping to genomic features using the following parameters: -O -T 4. For stranded libraries, the -s 2 parameter was set. Differential gene expression analysis was performed using DESeq2 v1.16.1 with library strandedness incorporated as a factor in the generalized linear model (Love *et al.* 2014). Genes with an absolute log2 fold change (Log_2_FC) greater than 1 and a False Discovery Rate (FDR) adjusted p-value less than 0.05 were considered differentially expressed. ChIP-seq peak detection was performed using a workflow based on MACS v2.1.1 (Zhang *et al.* 2008) coupled with irreproducible discovery rate (IDR) correction across replicates as described previously (Landt *et al.* 2012). An input sample was used to provide background enrichment correction for each condition. Deeptools2 v2.5.3 (Ramírez *et al.* 2016) and ChIPseeker (Yu *et al.* 2015) were used for visualization of input normalized ChIP-seq samples. Gene ontology and gene set enrichment analyses were performed using AnGeLi with default parameters (Bitton *et al.* 2015) or clusterProfiler (Yu *et al.* 2012).

### Data availability

Whole genome sequencing datasets generated in this study have been deposited in the NCBI Sequence Read Archive (SRA) under study accession PRJNA594219. RNA-seq and ChIP-seq datasets have been deposited in the NCBI Gene Expression Omnibus (GEO) under study accessions GSE141715 (RNA-seq) and GSE141744 (ChIP-seq). File S1 contains supplementary figures. File S2 contains supplementary tables. Supplemental material available at figshare: https://doi.org/10.25387/g3.11798448.

## Results

### The Wilmar isolate is resistant to nutrient and temperature stress

The Wilmar production isolate (Wilmar-P) was derived from an ancestral wild *S. pombe* strain (Wilmar-A) that was adapted for industrial use via repeated passaging through molasses fermentations (Figure 1A). Given that carbon utilization is key to bioethanol production (Mohd Azhar *et al.* 2017), we examined differences in the growth patterns of Wilmar-A and Wilmar-P to laboratory *S. pombe* and to mutants deficient in carbon catabolite repression (CCR), the predominant carbon-responsive transcriptional regulatory mechanism in *S. pombe* (Vassiliadis *et al.* 2019). Wilmar-P and *scr1*Δ showed slightly improved growth compared to laboratory *S. pombe*, Wilmar-A and *scr1*Δ *tup11*Δ *tup12*Δ strains when cultured at the optimal growth temperature of 32° (Figure 1B). When cultured in the presence of the metabolically inert glucose analog 2-deoxyglucose (2-DOG), growth of all strains was normal on glucose + 2-DOG but completely inhibited on sucrose + 2-DOG (Figure 1B). On fructose + 2-DOG media, growth of Wilmar-A and Wilmar-P was only slightly affected whereas growth of laboratory *S. pombe* was completely inhibited. The *scr1*Δ and *scr1*Δ *tup11*Δ *tup12*Δ strains (hereafter “CCR mutants”) also showed poorer growth compared to the Wilmar isolates on 2-DOG containing medium. We next cultured these strains on molasses medium, mimicking the industrial environment. At 32° vastly improved growth of Wilmar-P was observed compared to Wilmar-A and laboratory *S. pombe* consistent with the adaptation of this strain to the molasses fermentation environment (Figure 1C). In contrast, the CCR mutants showed no appreciable growth on molasses. Given that sucrose is the primary carbon source within molasses (Jain and Venkatasubramanian 2017; Wythes *et al.* 1978) and the CCR mutants are derepressed for *inv1*^+^, which encodes the predominant sucrose invertase in *S. pombe* (Tanaka *et al.* 1998; Vassiliadis *et al.* 2019), this result suggests that factors other than sucrose metabolism are more important for successful growth on molasses. To simulate heat stress conditions which can occur during industrial fermentations, we repeated the experiment at 37°. The molasses growth phenotypes of Wilmar-P and Wilmar-A were maintained at the higher temperature while the growth of laboratory *S. pombe* and the CCR mutants were further impaired on both YES + glucose and molasses medium (Figure 1C). Together, these results show that the Wilmar background is resistant to 2-DOG and additionally, that Wilmar-P possesses superior growth on molasses and improved temperature stress tolerance compared to Wilmar-A and laboratory *S. pombe*.

**Figure 1:**
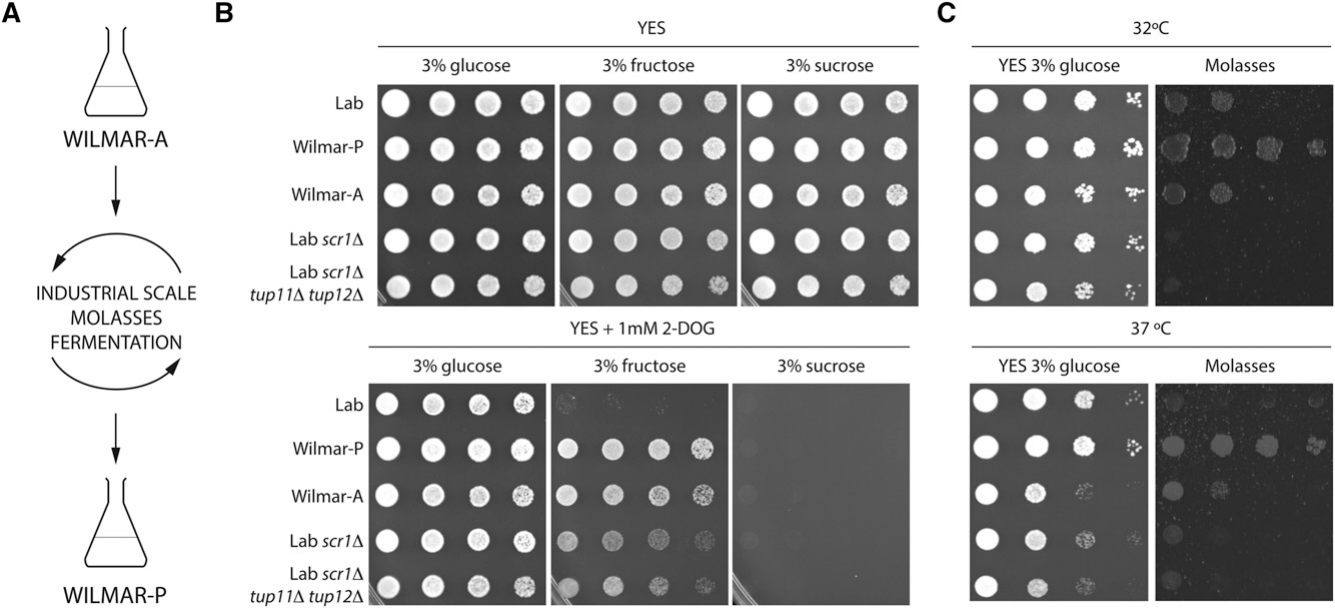
Wilmar-P exhibits superior growth in 2-DOG, high temperature and molasses conditions. A) Schematic showing the genesis of Wilmar-P following repeated passaging of Wilmar-A through the industrial molasses fermentation environment. B) Spot plate dilution assays on the indicated media were incubated at 32°C for 48-72h unless indicated otherwise. C) Spot plate dilution assays on the indicated media were incubated at the indicated temperature for 48-72h. Images are representative of three biological replicates. Lab = *S. pombe* 972*h*^-^. YES = Yeast extract + supplements medium. 2-DOG = 2-deoxy-glucose.

### Non-synonymous mutations affect almost half of the genes in the Wilmar strain

To investigate the genetic variation underlying the Wilmar-P phenotypes, we sequenced the Wilmar-P and Wilmar-A genomes using Illumina short-read sequencing, achieving high-depth (∼200X) coverage of both genomes (Table S2). Wilmar-A and Wilmar-P reads were mapped to the laboratory *S. pombe* reference genome and single nucleotide polymorphisms (SNPs), multiple nucleotide variants (MNVs), and insertions and deletions (INDELs) in each Wilmar isolate were called using freebayes and the Genome Analysis Toolkit (GATK) Unified Genotyper (DePristo *et al.* 2011; Garrison and Marth 2012). Following depth and quality filtering, approximately 47,000 total variants (SNPs, MNVs and INDELs) were identified for both Wilmar-P and Wilmar-A (Table S3), with 97.5% of identified variants found in both strains (Figure 2A). We annotated the predicted impact of each variant using the variant effect predictor (VEP) (McLaren *et al.* 2016). VEP identified 16,469 and 16,521 SNPs within protein-coding regions in Wilmar-A and Wilmar-P respectively (Table S3). Approximately two-thirds of these SNPs were synonymous changes (10,559 in Wilmar-A, and 10,613 in Wilmar-P) with approximately 5900 non-synonymous SNPs (NS-SNPs) detected in each isolate (Figure 2B). Just 52 (Wilmar-A) and 54 (Wilmar-P) NS-SNPs were unique to either strain. These unique NS-SNPs occurred primarily in sequence orphans, pseudogenes, transposable elements or genes encoding cell surface glycoproteins (Table S4). No strain specific differences in SNP distribution were observed across the genome (Figure 2C). Thus, sequence level variation is unlikely to completely explain the observed phenotypic differences of Wilmar-P compared to Wilmar-A.

**Figure 2:**
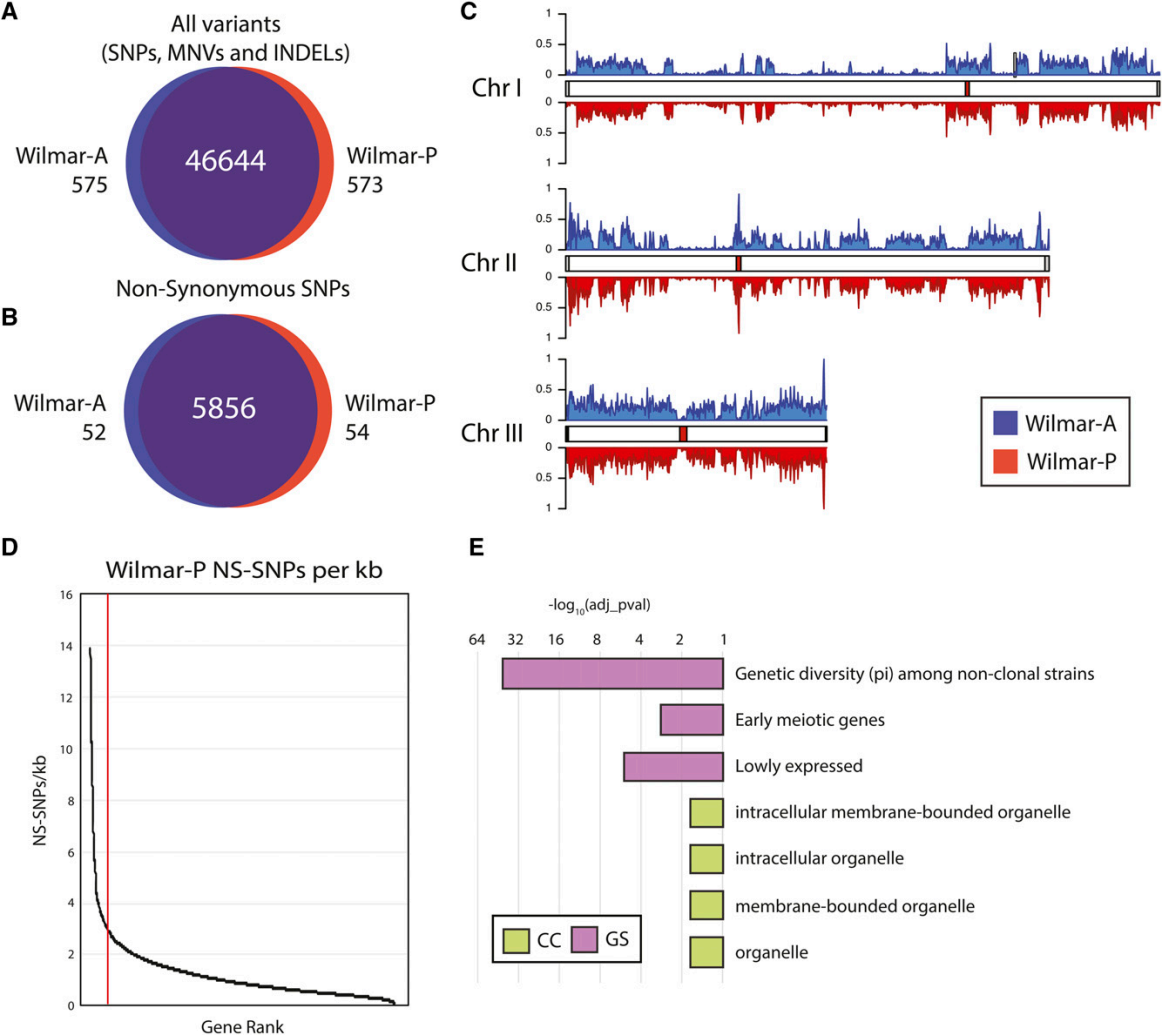
Almost half of laboratory *S. pombe* genes are affected by non-synonymous mutations in the Wilmar background. A) Venn diagram showing overlap of all variants (SNPs, MNVs and INDELs) detected in Wilmar A and Wilmar-P. B) Venn diagram showing overlap of non-synonymous SNPs (NS-SNPs) detected in Wilmar A and Wilmar-P. C) Density of Wilmar-A (blue) and Wilmar-P (red) SNPs across the laboratory *S. pombe* genome. D) Distribution of NS-SNPs per 1000 base pairs (NS-SNPs/kb) for each gene in Wilmar-P ranked in descending order. Red line indicates a threshold of 3 NS-SNPs/kb set for GO analysis. E) GO term and gene set enrichment analysis for the 120 genes within Wilmar-P containing 3 or more NS-SNPs/kb. X-axis shows negative log_10_ transformation of false discovery rate adjusted p-values displayed on a log_2_ scale. CC = Cellular component, GS = Angeli gene set.

Overall, 2296 and 2301 genes in Wilmar-A and Wilmar-P, respectively, contained at least one NS-SNP (Table S3). Thus, almost half of the ∼5114 protein-coding genes in the *S. pombe* reference genome contained at least one NS-SNP in the Wilmar background, with many genes containing multiple NS-SNPs (Table S3). Corrected for gene length, most genes contained less than 3 NS-SNPs per 1000 base pairs (NS-SNPs/kb) (Figure 2D). Just 120 genes contained 3 or more NS-SNPs/kb in Wilmar-P. This set of genes was enriched for lowly expressed and early meiotic genes as well as membrane bounded organelle cellular components (Figure 2E). Interestingly, genes with increased genetic diversity (pi) among non-clonal strains were also enriched (Jeffares *et al.* 2015) suggesting SNPs in these genes are common among non-laboratory strains of *S. pombe*.

Jeffares and colleagues previously analyzed the genomes of 57 genetically distinct populations of *S. pombe* originating across 5 continents from a variety of environments including wine, cane sugar, tequila, grape juice, African millet beer and molasses (Figure S1A) (Jeffares *et al.* 2015). We combined the genome-wide SNP profiles of the Wilmar isolates with the Jeffares *et al.* (2015) dataset to determine the genetic relatedness of the Wilmar isolate within the context of this collection of wild *S. pombe* strains. Strains originating from Europe and America largely clustered according to their geographic origin while those from Asia, Africa and Australia were interspersed between these two major clusters. The Wilmar isolates clustered within a broader subset of European and American strains among multiple other strains isolated from molasses (Figure S1B, S1C). In contrast, the laboratory *S. pombe* strain (JB22) clustered with a separate clade of European isolates, consistent with its proposed Swiss origins (Fantes and Hoffman 2016; Hoffman *et al.* 2015). Overall, these findings suggest that while there are few unique sequence-level genetic differences between Wilmar-A and Wilmar-P, the genetic variation observed in comparison to laboratory *S. pombe* is largely due to the common genetic background of the Wilmar strain.

### Wilmar strain genomic rearrangements are concentrated at chromosome II subtelomeres

Non-laboratory strains of *S. pombe* were previously shown to possess extensive karyotypic variation (Brown *et al.* 2011; Jeffares *et al.* 2017). We performed pulsed field gel electrophoresis (PFGE) to examine the macro-genomic landscape of the Wilmar isolates. We identified an enlarged chromosome II in both Wilmar-A and Wilmar-P compared to laboratory *S. pombe* (Figure S2). To investigate these macro-genomic changes in greater detail we performed Pacific Biosciences RSII long read sequencing of the Wilmar-P genome and used this data for *de novo* genome assembly. We achieved a high quality assembly of the Wilmar-P genome (N50 = 4.69Mb), with chromosome length scaffolds obtained for all three chromosomes and a complete mitochondrial genome (Table S5). Consistent with our PFGE experiments, chromosome II was approximately 200 kilobases larger in the Wilmar-P assembly compared to the laboratory *S. pombe* reference genome (Table S5).

Pairwise chromosome alignments revealed two additional rearrangements in the Wilmar-P *vs.* laboratory *S. pombe* genome: a large inversion of the central region of chromosome I, which is common to many sequenced *S. pombe* isolates (Brown *et al.* 2011; Zanders *et al.* 2014), and a smaller inversion in chromosome II (Figure S3). Furthermore, we identified subtelomeric regions of laboratory *S. pombe* chromosome II which were missing from Wilmar-P genome (Figure S3). To investigate genomic loss events in the Wilmar background, we mapped the Wilmar-P and Wilmar-A Illumina reads to the laboratory *S. pombe* genome and searched for regions of zero coverage spanning at least 50bp. This identified 72 regions of the laboratory *S. pombe* genome, totalling ∼61kb, that were not represented in the Wilmar-A or Wilmar-P Illumina deep sequencing data (Table S6). No regions of genome loss were clearly unique to either Wilmar isolate, suggesting that differences in the total size of zero coverage regions between the isolates is due to subtle variation in either the raw sequence data or the read mapping results. Consistent with our chromosome alignments, the majority of zero-coverage regions were concentrated within the subtelomeric regions of chromosome II, while only small regions of zero-coverage were identified in chromosomes I or III (Figure 3A). Twenty seven zero-coverage regions overlapped an entire gene or the majority of a gene coding region suggesting these genes are absent or likely non-functional in Wilmar-A and Wilmar-P (Table S6). This gene set included the galactose utilization cluster members *gal1^+^*, *gal7^+^* and *gal10^+^* (Figure 3B).

**Figure 3:**
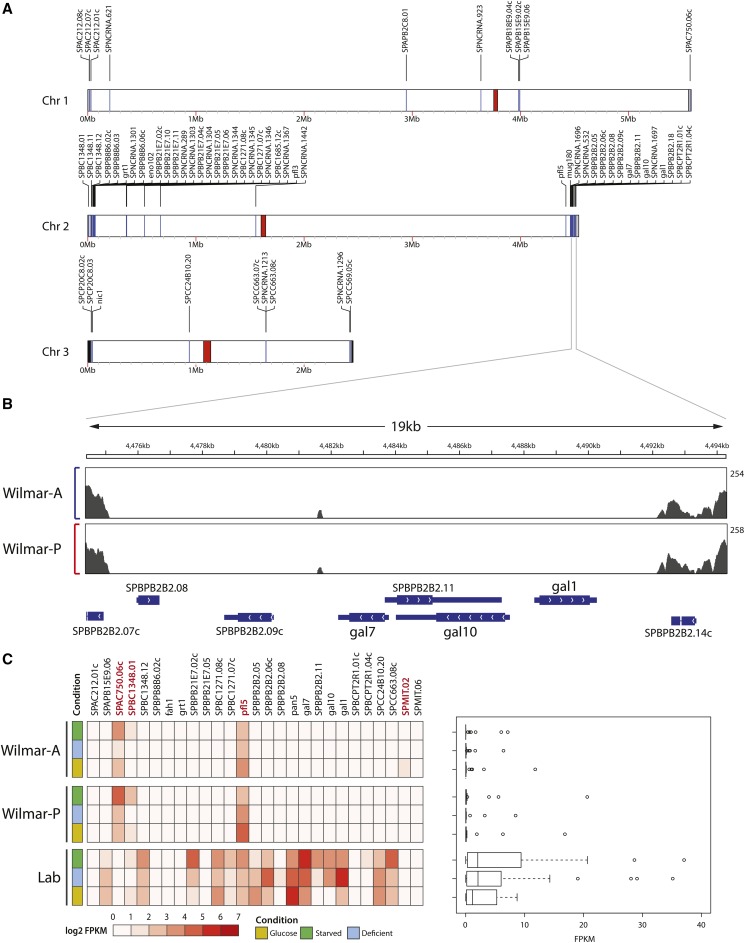
Gene loss in the Wilmar background is concentrated at chromosome II subtelomeres. A) Genome wide coverage map highlighting genes overlapping regions of zero coverage in both Wilmar-A and Wilmar-P. Red areas indicate chromosome centromeres. Blue lines indicate regions of genetic loss. B) Coverage plots of Wilmar-A (blue) and Wilmar-P (red) Illumina sequence data across a locus in the chromosome II subtelomere containing the galactose utilization gene cluster. Read depth scale indicated on the Y-axis where the minimum is zero. C) Left panel: Heatmap of FPKMs of genes overlapping regions of zero coverage in Wilmar-A (top), Wilmar-P (middle) and laboratory *S. pombe* (bottom) for the glucose, glucose-deficient (deficient) and glucose-starved (starved) conditions. Right panel: Boxplots showing FPKM distribution for the genes in the left hand side panel for each condition.

To confirm the effect of these gene loss events on transcription, we performed RNA sequencing (RNA-seq) for Wilmar-A and Wilmar-P grown in glucose-sufficient (YES 3% glucose), glucose-deficient (YES 3% glycerol + 0.1% glucose) and glucose-starved (YES 3% glycerol) conditions and compared the expression of the coding regions overlapping regions of low coverage to previous RNA-seq data generated for laboratory *S. pombe* under the same conditions (Vassiliadis *et al.* 2019). 

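The RNA-seq of the Wilmar isolates on laboratory media comprised 12 libraries. Wilmar-P, the production isolate, and Wilmar-A, the ancestral isolate it was derived from, each had 2 replicates in glucose, glucose-deficient and glucose-starved medium. The laboratory *S. pombe* libraries for these media were not analysed here. The authors trimmed adapters from the reads, aligned them to the laboratory *S. pombe* reference genome and counted the reads on each of 7019 genes. A read overlapping several genes was counted for each of them, and the strand of a read was used only for libraries prepared as stranded. The counts were deposited without normalization. The 2 libraries of Wilmar-A held 14273798 and 17003241 counts in glucose, 14538608 and 18164249 in glucose-deficient medium, and 13337212 and 13866326 in glucose-starved medium. Those of Wilmar-P held 13858202 and 17372238 counts in glucose, 14453908 and 16281951 in glucose-deficient medium, and 13246648 and 13574234 in glucose-starved medium.

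Differential expression was tested with edgeR's quasi-likelihood test in one fit of these 12 libraries and the 4 molasses libraries, with a term for each group, a term for the labelled strandedness and TMM normalization. The test covered the 6662 genes that passed edgeR's expression filter, of which 5080 were protein-coding. A protein-coding gene was counted as significantly up- or downregulated at the paper's thresholds, an absolute log2 fold change above 1 and a p-value below 0.05 after Benjamini-Hochberg adjustment over all tested genes. Expression levels are normalized CPM, and 3 counts, taken as the smallest detectable level, corresponded to between 0.165 and 0.226 CPM before TMM scaling. This floor covers counting error only.

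Replicate 1 of Wilmar-P in glucose, of Wilmar-P in glucose-deficient medium and of Wilmar-A in glucose-deficient medium is labelled unstranded, and the other 9 libraries are labelled stranded. Non-coding genes took 8.34%, 8.49% and 8.45% of the counts in the 3 unstranded libraries. In 8 of the stranded libraries they took between 1.35% and 2.20%, and in Wilmar-A glucose replicate 1 they took 8.65%. With this library treated as unstranded, an alternative chosen after seeing the data, the common dispersion of the fit fell from 0.1005 to 0.0447.

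**Figure D1:**
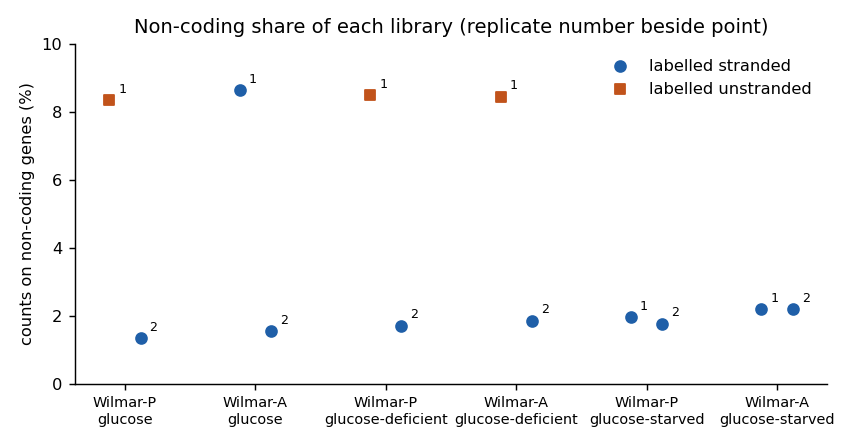
Share of each library's counts that fell on non-coding genes, in percent, for the 12 Wilmar libraries on laboratory media, grouped by the library type in the labels; each point is 1 library and the digit beside it is its replicate number. The 3 libraries labelled unstranded sit between 8.34% and 8.49%, and of the libraries labelled stranded only Wilmar-A glucose replicate 1, at 8.65%, sits above 2.20%.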

With few exceptions, most genes predicted as lost showed no evidence of expression in Wilmar-A or Wilmar-P in any condition confirming their absence in the Wilmar background (Figure 3C). 

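Figure 3C shows 27 genes, and their counts were examined in the 12 Wilmar libraries without normalization. Of these genes, 13 had no more than 3 counts in any library, including 6 with 0 counts in all 12. A further 7 genes exceeded 3 counts in some libraries only. Their highest counts were 4 for both *gal1*+ and *gal7*+, 7 for SPBPB2B2.06c, 8 for *pan5*+, 13 for SPBC1271.08c, 36 for the mitochondrial gene SPMIT.02 and 40 for SPCC663.08c. No gene of the galactose cluster, which extends on chromosome II from the start of *gal7*+ at 4482234 to the end of *gal1*+ at 4490271, exceeded 4 counts in any library. The remaining 7 genes had more than 3 counts in every library. For 5 of these, SPAC212.01c, SPAC750.06c, SPBC1348.01, SPBCPT2R1.01c and SPBCPT2R1.04c, between 91.3% and 100% of the 50-base stretches of their sequence occur elsewhere in the reference genome, so the counting could not assign their reads to one copy. *pfl5*+ had between 391 and 2473 counts, and 48.2% of its sequence is repeated. SPAPB15E9.06, at 3993495 to 3995104 on chromosome I, has no repeated stretch and had between 18 and 61 counts. The number of genes at the floor depended most on the floor itself, and was 6 when only genes with 0 counts were included and 17 with a floor of 10 counts. With each library left out in turn, it lay between 13 and 15. The paper predicted these genes as lost from regions without read coverage. It takes the lack of expression of most of them as bearing out their absence (Figure 3C).

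**Figure D2:**
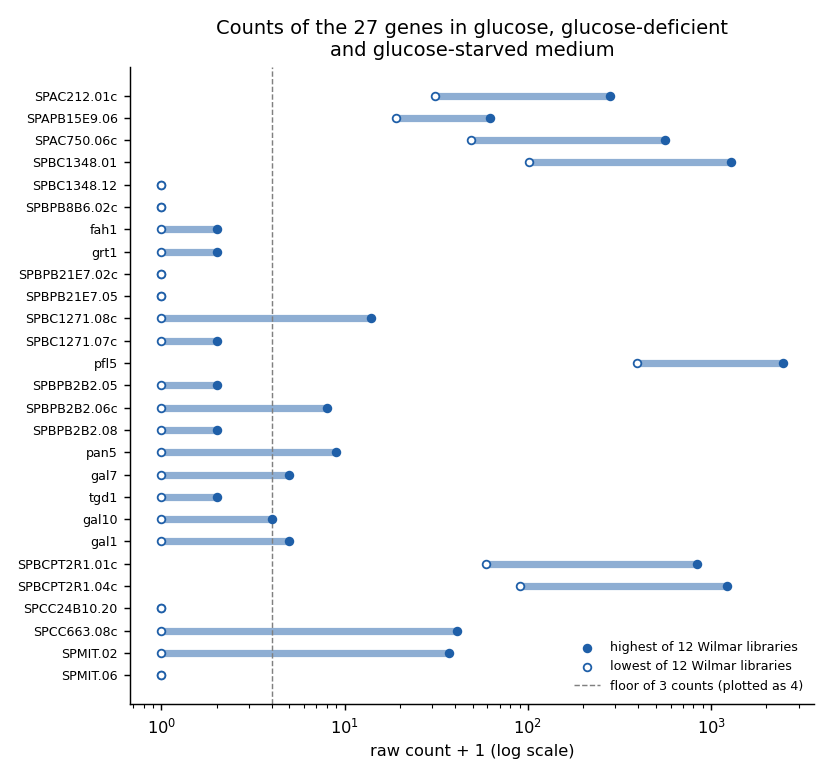
Lowest and highest count, plus 1, of each of the 27 genes over the 12 Wilmar libraries on laboratory media, on a log axis; the dashed line marks the floor of 3 counts. For 13 genes both points lie at or below the line, and for 7 genes both lie above it.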

For some genes, expression in laboratory *S. pombe* was low across all conditions making comparison to the Wilmar isolates difficult. Overall these results suggest that significant chromosomal rearrangement events have occurred in the Wilmar strain lineage that are concentrated at chromosome II subtelomeres.

### Wilmar strain genomic rearrangement events include gain of Schizosacchaormyces octosporus sequences

Our coverage analyses also revealed multiple areas of increased read coverage including a large duplication approximately ∼100kb in length in the subtelomeric left arm of chromosome III that was unique to Wilmar-P, suggesting it has arisen as a result of adaptation within the industrial environment (Figure 4A). This ∼100kb region contains 38 protein-coding genes, 12 annotated non-coding RNAs and a single transfer RNA encoding sequence (Figure S4, Table S7). Among the 38 protein-coding genes were six encoding transmembrane transporters, including the hexose transporter genes, *ght5*^+^ and *ght6*^+^. 

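*ght5*+ (SPCC1235.14) lies at 212160 to 214376 and *ght6*+ (SPCC1235.13) at 204706 to 206717 on chromosome III. In Wilmar-P, *ght5*+ reached a mean of 2906 normalized CPM in glucose (4106 and 1706 in the 2 libraries), 6542 ± 356.8 (SD, n = 2) in glucose-deficient medium and 3677 ± 368 (SD, n = 2) in glucose-starved medium. The levels in Wilmar-A were 2012 ± 911, 4091 ± 549.7 and 2735 ± 1089 (SD, n = 2 each). Relative to Wilmar-A, the log2 fold change in Wilmar-P was 0.34 in glucose (standard error 0.51, adjusted p = 0.953, edgeR), 0.67 in glucose-deficient medium (standard error 0.45, adjusted p = 1, edgeR) and 0.43 in glucose-starved medium (standard error 0.45, adjusted p = 0.947, edgeR). Averaged over the 3 media it was 0.48 (standard error 0.27, adjusted p = 0.517, edgeR). None of these differences passed the threshold, which asks for more than a doubling and so cannot decide on an effect of the duplication. Fitted with the replicate number as a block, the 3 log2 fold changes were 0.32, 0.68 and 0.48 (adjusted p = 1, 0.783 and 0.595, edgeR). In the 6 pairs of same-numbered libraries the log2 difference lay between -0.037 and 1.00, and it was above 0 in 5 of them. The glucose value moved most, to 1.22, without Wilmar-P glucose replicate 2, and it lay between -0.24 and 1.22 with each glucose library left out in turn. It was -0.28 when only the glucose libraries were fitted. The strandedness term of that fit absorbed Wilmar-P glucose replicate 1, so this value rests on 1 Wilmar-P library. Of the *ght5*+ sequence, 29.6% is repeated elsewhere in the genome.

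*ght6*+ was expressed at lower levels, 13.7 ± 12.0 CPM in glucose, 39.2 ± 8.29 in glucose-deficient medium and 173 ± 147 in glucose-starved medium in Wilmar-P (SD, n = 2 each), against 11.6 ± 11.4, 44.8 ± 6.88 and 59.4 ± 21.4 in Wilmar-A (SD, n = 2 each). Its log2 fold changes were -0.45, -0.21 and 1.54 (adjusted p = 0.973, 1 and 0.904, edgeR). The glucose value has the opposite sign to the same-numbered pairs, in which the log2 difference was 0.17 and 0.51 in glucose, -0.14 and -0.26 in glucose-deficient medium and -0.11 and 2.64 in glucose-starved medium. For *ght6*+ no direction can be given in glucose, and the spread between the glucose-starved replicates of Wilmar-P was nearly as large as their mean.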

We examined the expression of these genes across our RNA-seq datasets and found that *ght5*^+^ was upregulated in Wilmar-P but not Wilmar-A suggesting that Wilmar-P may possess enhanced glucose uptake capability compared to Wilmar-A and laboratory *S. pombe* (Figure 4B). We examined copy number variation events in the Wilmar strain genome data and identified several additional regions of localized CNV (Table S8) including loci containing the copper transporter encoding gene *ccc2^+^* and the di-hydroxyacetone kinase encoding gene *dak2^+^* (Figure S5A, S5B). 

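*ccc2*+ (SPBC29A3.01, chromosome II, 2037987 to 2040717) and *dak2*+ (SPAC977.16c, chromosome I, 64559 to 66980) were compared between the 2 Wilmar isolates. *ccc2*+ was expressed at 214 ± 17.8 CPM in glucose, 235 ± 19.8 in glucose-deficient medium and 243 ± 74.0 in glucose-starved medium in Wilmar-P, and at 222 ± 21.8, 239 ± 47.5 and 264 ± 9.61 in Wilmar-A (SD, n = 2 each). The log2 fold changes of Wilmar-P over Wilmar-A were 0.02, -0.02 and -0.12 (adjusted p = 0.995, 1 and 0.985, edgeR). *dak2*+ was expressed at 51.6 ± 58.3, 296 ± 106.8 and 293 ± 371 CPM in Wilmar-P, and at 31.3 ± 15.8, 177 ± 104.6 and 79.6 ± 17.4 in Wilmar-A (SD, n = 2 each). Its log2 fold changes were -0.67, 0.89 and 1.88 (adjusted p = 0.97, 1 and 0.943, edgeR). In glucose the fitted value is negative although the mean level of *dak2*+ was higher in Wilmar-P, so no direction can be given there. The 2 glucose-starved Wilmar-P libraries differed, with 555 CPM in one and 30.0 CPM in the other.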

Identified regions of CNV were consistent across Wilmar-P and Wilmar-A. RNA-seq expression data of protein-coding genes within these CNV loci showed gene expression patterns for *ccc2*^+^ consistent with increased copy number across all growth conditions (Figure 4C) indicating increased copper import or efflux capability within the Wilmar background.

**Figure 4:**
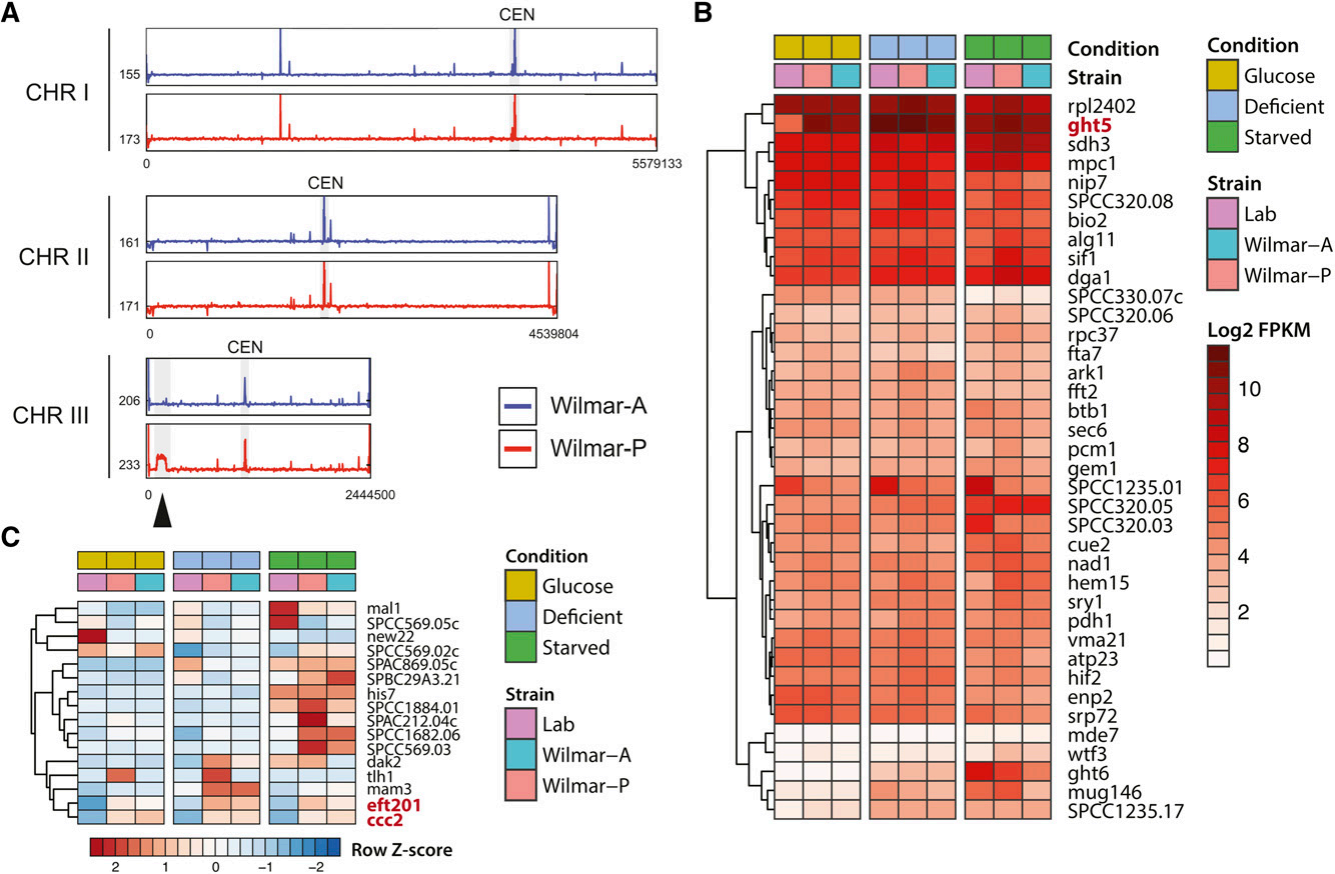
Gene gain in the Wilmar background includes a 100kb duplication unique to Wilmar-P. A) Illumina sequencing data depth of coverage plots for Wilmar-A and Wilmar-P across each chromosome of the laboratory *S. pombe* strain genome. The average read depth calculated using a 10kb sliding window with a 1kb step size across the chromosome is indicated. Y-axis indicates depth of coverage and is capped at 800. X-axis shows position within each chromosome with the total length of each in laboratory *S. pombe* indicated. Repetitive regions, including centromeric (CEN), telomeric and ribosomal DNA repeats are collapsed into single sequences within the laboratory strain reference genome sequence resulting in sharp increases in total read-depth at these locations due to reads from multiple repeats in the Wilmar strain genomes mapping to a single, collapsed sequence representing the repeat region. Smaller regions of increased read coverage likely indicate other repetitive elements such as transposons within the Wilmar strain genomes. One large region of approximately double the average chromosome read-depth, specific to Wilmar-P is shown in chromosome III (arrow). B) Heatmap of gene expression for the 38 protein coding genes within the Wilmar-P duplicated region across the glucose, glucose-deficient (deficient) and glucose-starved (starved) conditions. C) Heatmap of gene expression of other genes identified as amplified in the Wilmar background.

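The 38 genes shown in Figure 4B span 99744 bases of chromosome III, from 120540 to 220283, and the deposited table lists 10 non-coding genes and 1 tRNA in the same span. *wtf3*, annotated as a pseudogene in RefSeq, is one of the 38 and was kept. The median log2 fold change of these genes in Wilmar-P relative to Wilmar-A was 0.12 in glucose, 0.45 in glucose-deficient medium and 0.63 in glucose-starved medium. The medians were ranked among those of 10000 random lists of 38 genes matched on mean expression. This permutation test, two-sided, gave p = 0.0704, 0.0002 and 0.0002 (0.0939, 0.0004 and 0.0004 after Benjamini-Hochberg adjustment over 4 media, molasses included), and 0.0002 is the smallest p that the random lists can give. It describes these libraries and treats genes as interchangeable, although neighbouring genes are not independent. Without the strandedness term, the median in glucose was 0.20 (permutation p = 0.0002, two-sided), and with Wilmar-A glucose replicate 1 treated as unstranded, chosen after seeing the data, it was 0.19 (permutation p = 0.0002, two-sided).

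With the replicate number as a block, the medians were -0.012, 0.44 and 0.53 (permutation p = 0.479, 0.0002 and 0.0002, two-sided). Between same-numbered libraries, the median log2 difference in glucose was 0.31 for replicate 1, with 38 of 38 genes higher in Wilmar-P, and -0.012 for replicate 2, with 19 of 38 higher. In glucose-deficient medium it was 0.39 (35 genes higher) and 0.52 (32 genes higher). In glucose-starved medium it was -0.016 for replicate 1, with 18 genes higher, and 1.05 for replicate 2, with 37 genes higher. When Wilmar-P glucose-starved replicate 2 was left out, the median in that medium was -0.011. The 38 coding genes on either side of the region had medians between -0.08 and 0.17 in these 6 pairs.

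**Figure D3:**
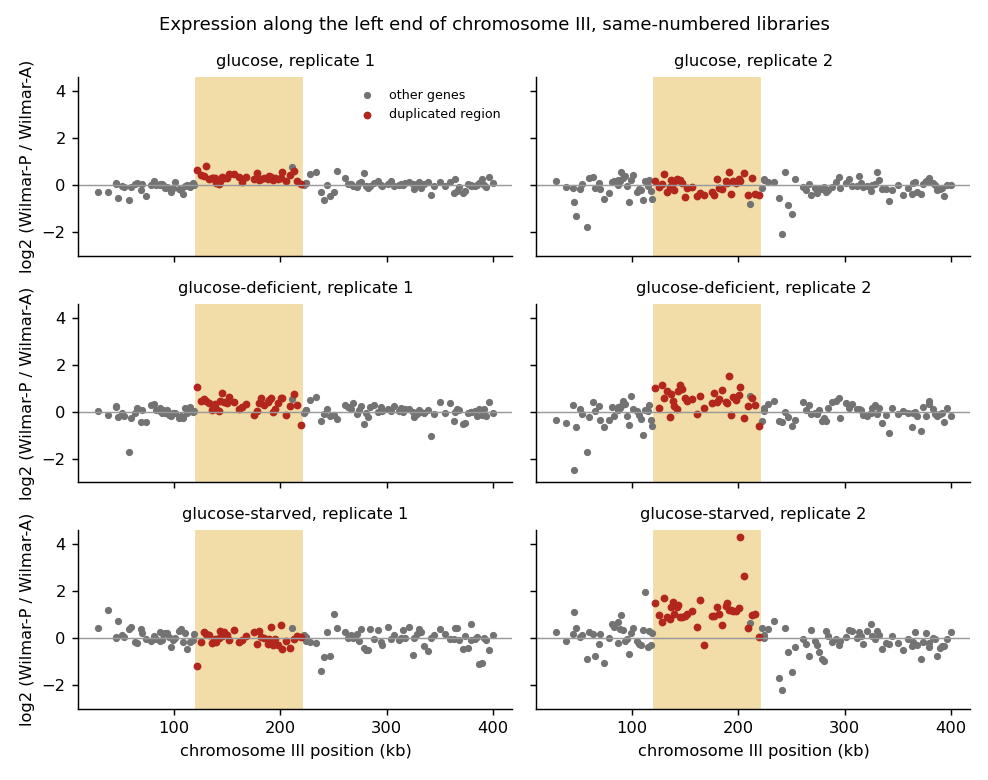
Log2 difference between Wilmar-P and Wilmar-A for each pair of same-numbered libraries (6 panels), against the start of each gene on the left part of chromosome III, for genes with a mean of at least 5 normalized CPM. Red points are 37 of the 38 genes of the duplicated region (shaded span) and grey points are 100 other genes; in glucose-starved medium the red points centre near 0 for replicate 1 and near 1.05 for replicate 2.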

We next examined genetic sequences found uniquely in the Wilmar-A and Wilmar-P genomes. Approximately 4% of Wilmar-A and Wilmar-P Illumina reads did not map to the laboratory *S. pombe* genome. Of these unmapped reads, the majority (84% for Wilmar-A and 94% for Wilmar-P) could be mapped to the *de novo* assembled Wilmar-P genome, with read coverage primarily localized within the subtelomeric regions of chromosome II (Figure 5A) suggesting the novel sequences in the Wilmar background are primarily located in these regions. No regions appeared unique to either Wilmar-A or Wilmar-P. This observation was consistent with our CHEF and *de novo* assembly data (Figure S2B, Table S5). We identified 51 putative open reading frames (ORFs) with a minimum length of 500bp within the Wilmar-P specific chromosome II regions (Figure 5B). BLAST analyses returned hits for 44 of these ORFs with 22 matching laboratory *S. pombe* genes located in the subtelomeric regions of chromosome II which have likely undergone structural rearrangement in the Wilmar background (Table S9). Intriguingly, 22 ORFs possessed top BLAST hits from non *S. pombe* species, predominantly the related species *Schizosaccharomyces octosporus*. For most of these ORFs, the BLASTp and BLASTn identity to the respective *S. octosporus* sequence was >95%, whereas the nearest *S. pombe* ortholog was between ∼45–80% (Table S9).

**Figure 5:**
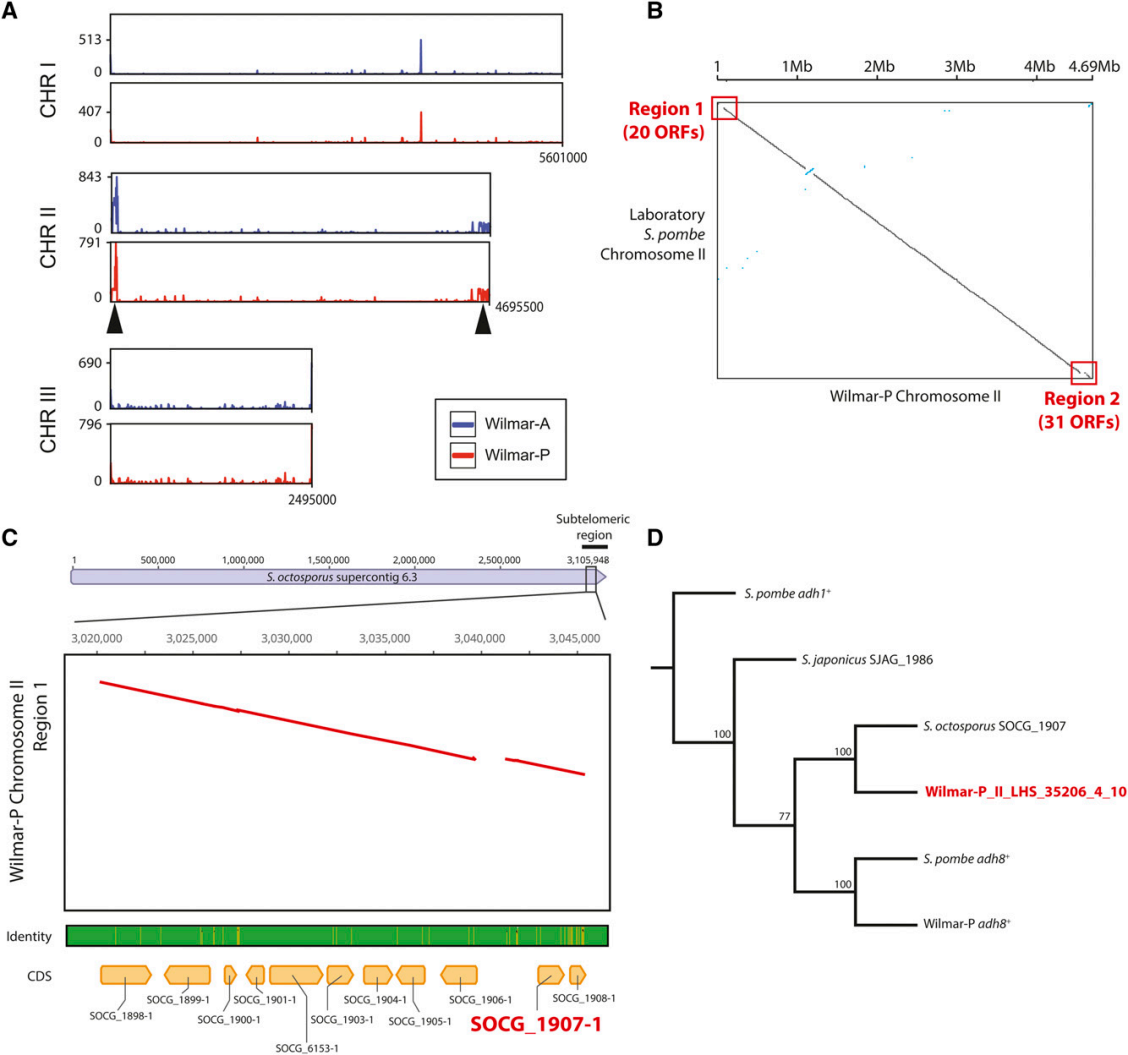
The Wilmar-P genome contains *Schizosaccharomyces octosporus* genes. A) Coverage plots of Wilmar-A and Wilmar-P Illumina reads that did not align to the laboratory *S. pombe* genome mapped back to the *de novo* assembled Wilmar-P genome. Average read depth calculated using a 10kb sliding window with a 1kb step size. Y-axis indicates depth of coverage and is capped at 900 (Wilmar-A) or 800 (Wilmar-P). X-axis shows position within each chromosome with the total length of each in the Wilmar-P genome. B) Whole chromosome alignment of Wilmar-P chromosome II *vs.* laboratory *S. pombe* chromosome II showing two regions unique to the Wilmar-P genome and the number of open reading frames (ORFs) detected within each. C) Whole chromosome alignment of *S. octosporus* supercontig 6.3 *vs.* Wilmar-P chromosome II Region 1. Map is centered on the region showing conserved synteny. Orthologous *S. octosporus* genes are labeled. The gene labeled in red, SOCG-1907-1, encodes an alcohol dehydrogenase orthologous to *S. pombe adh8*^+^ used in (D) to construct a neighbor joining tree. D) Tree generated using 100 bootstrap replicates with laboratory *S. pombe adh1*^+^ as the outgroup.

We identified 10 *S. octosporus* ORFs syntenic with a region in *S. octosporus* supercontig 6.3, indicating that this region has likely originated from *S. octosporus* and not *S. pombe* (Figure 5C). These syntenic *S. octosporus* ORFs represented in the Wilmar-P genome encoded predicted alcohol dehydrogenase (SOCG_01907), elongation factor 1-gamma (SOCG_01903), arylsulfatase (SOCG_01906), aromatic amino acid transferase (SOCG_01904) and alpha-ketoglutarate dependent sulfonate dioxygenase (SOCG_01905) proteins (Table S9). Nucleotide alignment of the putative alcohol dehydrogenase sequence (Wilmar-P_II_LHS_35206_4_10) with orthologous sequences from *S. pombe* (*adh8*^+^), Wilmar-P (*adh8*^+^), *S. octosporus* (SOCG_01907) and *Schizosaccharomyces japonicus* (SJAG_1986) revealed the Wilmar-P sequence to be most conserved with *S. octosporus* SOCG_01907 (Figure 5D). We mapped the RNA-seq reads from Wilmar-A and Wilmar-P to the Wilmar-P genome to analyze the expression patterns of these *S. octosporus* sequences in the Wilmar background. Almost all identified *S. octosporus* sequences were expressed under glucose, glucose-deficient or glucose-starved conditions in both Wilmar-A and Wilmar-P with some displaying altered expression between conditions consistent with carbon-dependent transcriptional regulation (Table S10). These *S. octosporus* sequences identified in the Wilmar genome are possibly due to horizontal gene transfer between the two species or have been retained in the Wilmar strain genome since the divergence of *S. pombe* and *S. octosporus* lineages. Together, these results show that the Wilmar background has undergone considerable genomic rearrangement over evolutionary time, including copy number gain and loss and horizontal gene transfer of *S. ocotosporus* sequences, specifically at chromosome II subtelomeres, resulting in a net gain of genetic material compared to the laboratory *S. pombe* genome. Except for the chromosome III duplication unique to Wilmar-P, these genome scale rearrangements were also present in the Wilmar-A genome, suggesting that they were not induced by the molasses fermentation environment but were pre-existing in the Wilmar strain lineage.

### The Wilmar strain exhibits a distinct transcriptional program under laboratory growth conditions

We next compared the transcriptional profiles of Wilmar-P and Wilmar-A to laboratory *S. pombe* cultured in laboratory media across each carbon condition. On a global level, a distinct transcriptional program was evident in the Wilmar isolates compared to laboratory *S. pombe* (Figure 6A). 

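Between Wilmar-P and Wilmar-A, 1 protein-coding gene passed the threshold in glucose, 4 in glucose-deficient medium and 6 in glucose-starved medium, and 21 passed it when the difference was averaged over the 3 media. At an unadjusted p below 0.05 the numbers were 292, 154, 263 and 358 of 5080 genes. In glucose the gene was SPBC19C7.04c (log2 fold change -3.24, standard error 0.47, adjusted p = 0.027, edgeR). In glucose-deficient medium it was lower again (-2.58, adjusted p = 0.0381, edgeR), and *tlh1*+ (2.91, adjusted p = 0.0114, edgeR), *tlh2*+ (2.89, adjusted p = 0.0175, edgeR) and SPAC212.06c (2.58, adjusted p = 0.0319, edgeR) were higher. These 3 genes share between 80.9% and 99.1% of their sequence with other parts of the genome. With DESeq2's size factors in place of TMM, only the 3 higher genes passed in this medium. All 6 genes of the glucose-starved medium were lower in Wilmar-P, among them *osr1*+ (-2.92, adjusted p = 0.0115, edgeR), *srx1*+ (-2.47, adjusted p = 0.0475, edgeR) and SPCC569.05c (-2.17, adjusted p = 0.0223, edgeR). Over the 3 media, 11 genes were higher and 10 lower in Wilmar-P.

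The counts depended on the fit. The largest change was in glucose, where DESeq2's Wald test called 9 higher and 98 lower genes. With the replicate number as a block, 23, 29 and 35 genes passed in the 3 media and 53 in their average, and these included all of the genes above except 1 of the 10 lower genes of the average. The replicate differences of the 2 isolates were correlated across the 5080 coding genes, which are not independent replicates, with Pearson's r of 0.92 in glucose, 0.94 in glucose-deficient medium and 0.32 in glucose-starved medium. The labelled library type also differs between the replicates of Wilmar-P in glucose and of both isolates in glucose-deficient medium. The tests of whether the difference between the isolates changed from glucose to another medium called 0 genes for both glucose-starved and glucose-deficient medium (174 and 124 genes at an unadjusted p below 0.05), and 6 and 2 genes with the block.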

Differential gene expression analysis comparing Wilmar-P to Wilmar-A revealed few significant differences (Figure S6A-C) suggesting similar transcriptional programs are utilized by the two isolates under laboratory growth conditions (Figure S6D). Comparing Wilmar-P to laboratory *S. pombe*, a total of 285 protein-coding genes were significantly upregulated (Figure 6B) and 335 significantly downregulated (Figure 6C) in at least one of the three conditions tested (Table S11). Approximately 70% of these genes were differentially expressed only in the glucose-starved condition indicating fundamental differences in the transcriptional response of the Wilmar strain to carbon starvation (Figure 6A-C). In contrast the glucose and glucose-defiient conditions produced more similar transcriptional signatures (Figure 6A).

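Mean expression was compared between media within each isolate across the 5080 protein-coding genes, which are not independent replicates. Between glucose and glucose-deficient medium, Pearson's r of the log2 levels was 0.955 in Wilmar-P and 0.954 in Wilmar-A. Between glucose and glucose-starved medium it was 0.794 and 0.831, and between glucose-deficient and glucose-starved medium 0.857 and 0.887. The median absolute log2 difference from glucose was 0.32 in both isolates in glucose-deficient medium, against 0.73 in Wilmar-P and 0.72 in Wilmar-A in glucose-starved medium. Replicate 1 mixes library types across media. With only replicate 2, for which every library is stranded, r between glucose and glucose-deficient medium was 0.936 and 0.943, and between glucose and glucose-starved medium 0.797 and 0.848.

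Relative to glucose, 123 genes passed the threshold in Wilmar-P in glucose-deficient medium (112 higher, 11 lower) and 1523 in glucose-starved medium (819 higher, 704 lower). In Wilmar-A, 491 genes passed in glucose-deficient medium (327 higher, 164 lower) and 1766 in glucose-starved medium (823 higher, 943 lower). The glucose-deficient counts were 332 in Wilmar-A and 237 in Wilmar-P with Wilmar-A glucose replicate 1 treated as unstranded, chosen after seeing the data. Without the strandedness term they were 62 and 60, so a larger response of Wilmar-A cannot be read from these counts. *ght3*+, which encodes a gluconate transporter, was among the genes with the highest log2 fold changes in glucose-deficient medium in both isolates, 6.97 in Wilmar-P (standard error 0.67, adjusted p = 0.000591, edgeR) and 6.85 in Wilmar-A (standard error 0.68, adjusted p = 0.00089, edgeR). With the replicate number as a block, the counts were 155 for Wilmar-P and 325 for Wilmar-A in glucose-deficient medium, and 1674 for Wilmar-A in glucose-starved medium. The correlation of the replicate differences behind this pairing was 0.82, 0.88 and 0.11 for these comparisons. When only the 4 libraries of Wilmar-A in glucose and glucose-deficient medium were fitted, the strandedness term absorbed glucose-deficient replicate 1. That left 1 library of this group, so no count is given. In the same fit with glucose replicate 1 treated as unstranded, which was chosen after seeing the data, 287 genes passed.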

**Figure 6:**
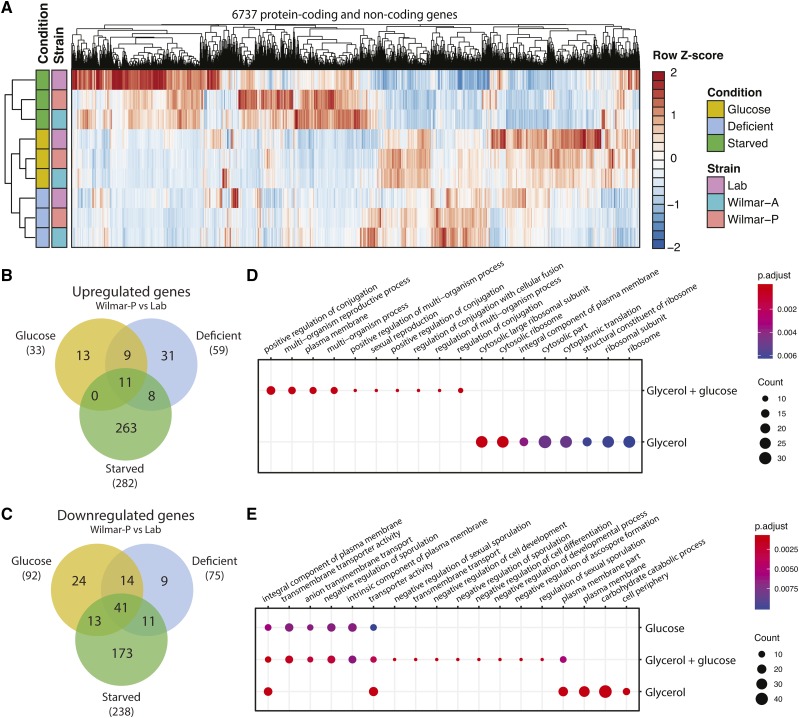
The Wilmar background exhibits a distinct transcriptional signature on laboratory media. A) Heatmap of global gene expression for 6737 protein-coding and non-coding genes in laboratory *S. pombe*, Wilmar-A and Wilmar-P in glucose, glucose-deficient (deficient) and glucose-starved (starved) conditions. Gene expression is presented as row normalized Z-scores. Venn diagram showing overlap of significantly upregulated (B) and downregulated (C) protein-coding genes in Wilmar-P *vs.* laboratory *S. pombe* in glucose, glucose-deficient (deficient) and glucose-starved (starved) conditions. Results of GO term enrichment for the upregulated (D) and downregulated (E) genes in Wilmar-P. Size of dots indicates number of genes in group. Only GO terms with a false discovery rate adjusted p-value < 0.01 are shown.

We examined enriched gene ontologies in the upregulated and downregulated subsets of genes in Wilmar-P from the three conditions. Genes encoding positive regulators of meiosis and sexual differentiation were strongly enriched in Wilmar-P relative to laboratory *S. pombe* in the glucose-deficient condition (Figure 6D, Table S12). In contrast, genes encoding ribosomal subunits and several transmembrane transporters including *caf5*^+^ (caffeine transport & drug efflux), *amt1*^+^ (ammonium transport) and *nic1*^+^ (heavy metal ion transport) were enriched in the glucose-starved condition. *S. pombe* is sensitive to nutrient deficient conditions and will undergo mating and meiosis in carbon or nitrogen deficient conditions (Mata *et al.* 2007; Vassiliadis *et al.* 2019). These results indicate that mating and meiosis pathways are more active in Wilmar-P growing in glucose-deficient conditions relative to laboratory *S. pombe*. In contrast, upregulation of ribosome and cytoplasmic translation genes in Wilmar-P in glucose-starved conditions suggests reduced sensitivity of Wilmar-P to normal starvation responses that occur during stationary phase and result in reduced translation rates (Ashe *et al.* 2000).

For the subset of downregulated genes in Wilmar-P compared to laboratory *S. pombe*, plasma membrane and transmembrane transport related genes were enriched across all three conditions (Figure 6E). In the glucose-deficient condition, genes involved in negative regulation of sexual differentiation, ion and anion transport were specifically enriched (Figure 6E, Table S12). In the glucose-starved condition genes involved in hexose transport and carbon catabolic processes were specifically downregulated reflecting reduced metabolic flux through canonical energy generating processes. Core environmental stress response induced genes were also significantly enriched (Table S12). Interestingly, several of the meiosis related genes both up- and downregulated in Wilmar-P in glucose-deficient conditions encoded cryptic Wtf proteins recently shown to encode dual poison-antidote meiotic drivers (Nuckolls *et al.* 2017; Hu *et al.* 2017). These genes show increased rates of DNA sequence polymorphism and copy number changes particularly in wild isolates (López Hernández and Zanders 2018). Thus, it is possible that expansion of the *wtf* family has occurred in the Wilmar strain lineage. Overall, our RNA-seq analysis revealed that the Wilmar background possesses a distinct transcriptional signature relative to laboratory *S. pombe* under glucose-sufficient, glucose-deficient and glucose-starved laboratory growth conditions.

### Wilmar-P adopts a stress tolerant transcriptional program under industrial fermentation conditions

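The molasses RNA-seq comprised 4 libraries, 2 of Wilmar-P and 2 of laboratory *S. pombe*, all labelled stranded. The authors processed and counted them as described for the laboratory media. The Wilmar-P libraries held 14244583 and 15457942 counts and those of laboratory *S. pombe* 14853393 and 13474444 counts, so that 3 counts corresponded to between 0.194 and 0.223 CPM. Non-coding genes took between 1.14% and 1.88% of the counts. Ribosomal RNA genes took 9.77% in Wilmar-P replicate 2 and between 0.603% and 1.96% in the other libraries. Pearson's r of the log2 levels between replicates, across coding genes, was 0.993 for Wilmar-P and 0.963 for laboratory *S. pombe*. The median absolute log2 difference between replicates was 0.11 and 0.43. Wilmar-P and laboratory *S. pombe* on molasses were compared within the fit of all 16 libraries, which share one estimate of the spread, because 4 libraries alone leave few degrees of freedom.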

Next, we compared the transcriptional signatures of Wilmar-P and laboratory *S. pombe* cells cultured under molasses fermentation conditions. 185 protein-coding genes were significantly differentially expressed in Wilmar-P compared to laboratory *S. pombe* on molasses (Figure 7A). 

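In this fit, 28 of the 5080 protein-coding genes tested were significantly higher and 88 significantly lower in Wilmar-P than in laboratory *S. pombe* on molasses, and 735 had an unadjusted p below 0.05. The highest log2 fold changes were those of SPAC750.08c (6.83, standard error 0.68, adjusted p = 0.00037, edgeR), *tlh1*+ (5.51, adjusted p = 0.00017, edgeR) and *tlh2*+ (5.43, adjusted p = 0.000174, edgeR). These 3 genes lie at chromosome ends, and between 93.2% and 100% of their sequence occurs elsewhere in the genome. They were followed by SPBC1289.14 (3.66, adjusted p = 0.0206, edgeR) and the meiotic septin gene *spn5*+ (3.11, adjusted p = 0.0326, edgeR). The 5 genes with the lowest values had no more than 3 counts in both Wilmar-P libraries, so only lower bounds can be given. Relative to this floor, expression in Wilmar-P was at least 2870-fold lower for *cmt2*+ (adjusted p = 0.000232, edgeR), 177-fold for SPBC1271.07c (adjusted p = 0.00297, edgeR), 69.3-fold for *eno102*+ (adjusted p = 0.0299, edgeR), 63.3-fold for *gal1*+ (adjusted p = 0.00683, edgeR) and 34.8-fold for *gal7*+ (adjusted p = 0.0206, edgeR). SPBC1271.07c, *gal1*+ and *gal7*+ are also among the genes of Figure 3C. *cmt2*+ and *eno102*+ are on the list of Figure 3A, whose genes overlap regions without read coverage in both Wilmar isolates. Absence of these genes could therefore account for the bounds.

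Of the genes labelled in Figure 7A that could be matched, 17 of 17 tested protein-coding genes labelled as downregulated and 9 of 12 labelled as upregulated passed the threshold. When the p-values were adjusted over each list alone, 17 and 10 passed, and since the lists are the paper's calls on these data this shows no stability. Among the fits of coding genes without a replicate block, their number moved most, to 225, with DESeq2's Wald test and Wilmar-A glucose replicate 1 treated as unstranded, which was chosen after seeing the data. With that change alone it rose to 189, with all of the genes above included.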

The majority (134/185, 72.4%) of these DEGs were downregulated suggesting that Wilmar-P primarily suppresses gene expression within the molasses environment (Figure 7A). 

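Lower genes made up 75.9% and higher genes 24.1% of the differentially expressed genes. The normalized levels of the 2 Wilmar-P libraries lay entirely above or entirely below those of the 2 laboratory libraries for every one of these genes, which for a single gene happens by chance in 1 of 3 orderings of 4 libraries. Across the alternative fits and filters without a replicate block, the share of lower genes was lowest at 69.6% (117 of 168 genes) with DESeq2's Wald test and highest at 82.2% (83 of 101 genes) when only the 4 molasses libraries were fitted. With each molasses library left out in turn, between 25 and 27 of the higher genes and between 81 and 85 of the lower genes kept their direction and an absolute log2 fold change above 1. The median log2 fold change of all 6662 genes tested was -0.012. Of the 88 lower genes, 54 were also below both laboratory *S. pombe* molasses libraries in all 14 Wilmar libraries, those on laboratory media included, a number that selecting the genes for high laboratory levels raises, and 27 lay within 100 kb of a chromosome end. From the larger number of lower genes, the paper proposes that Wilmar-P primarily suppresses gene expression within the molasses environment (Figure 7A).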

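Transporter genes were taken as the protein-coding genes whose RefSeq product contains the word transporter, a definition that leaves out *ght5*+ and *ccc2*+. This class is not the gene set used in the paper. Of the 5080 coding genes tested, 177 (3.48%) were in the class, and of the 28 genes significantly higher in Wilmar-P on molasses 3 were (10.7%). These were *thi9*+, *pho842*+ and *bfr1*+. The odds ratio was 3.36 (Fisher's exact test, two-sided, p = 0.072, and 0.216 after Benjamini-Hochberg adjustment over 3 classes of genes). The result depended on the fit. With DESeq2's Wald test, 9 of 51 higher genes were transporters (odds ratio 6.20, Fisher's exact test, two-sided, p = 5.28e-05). A competitive test (limma's cameraPR) used the log2 fold change of each tested coding gene divided by its standard error. It placed the class as a whole lower in Wilmar-P, with p = 0.0817 (cameraPR, two-sided, n = 177 genes).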

Significant enrichment of cation and general transmembrane transporter encoding genes was evident among the molasses significantly upregulated genes (Figure 7B, Table S12). These upregulated genes included *ght5*^+^ and *ccc2*^+^, both duplicated in Wilmar-P, as well as *bfr1*^+^ and *caf5*^+^, two transmembrane transporters with known toxin efflux capability (Kawashima *et al.* 2012; Nagao *et al.* 1995; Turi and Rose 1995). 

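*ccc2*+ was expressed on molasses at 362 ± 56.0 CPM (SD, n = 2) in Wilmar-P and 73.8 ± 11.0 (SD, n = 2) in laboratory *S. pombe*, a log2 fold change of 2.30 (standard error 0.26, adjusted p = 0.001, edgeR). *bfr1*+ was expressed at 1675 ± 58.7 and 364 ± 140.5 CPM (SD, n = 2 each), a log2 fold change of 2.20 (standard error 0.37, adjusted p = 0.00988, edgeR). Both were past the threshold, and for both each Wilmar-P library was above each laboratory library. *caf5*+ (SPBC609.04, chromosome II, 3166119 to 3168485) was expressed at 251 ± 129 and 72.0 ± 40.1 CPM (SD, n = 2 each). Its log2 fold change of 1.80 was not past the threshold (standard error 0.47, adjusted p = 0.072, edgeR), and it lay between 1.15 and 2.53 with each library left out in turn. With DESeq2's Wald test the adjusted p of *caf5*+ was 0.00403. *ght5*+, 29.6% of whose sequence is repeated, was expressed at 314 ± 65.0 and 214 ± 45.9 CPM (SD, n = 2 each). Its log2 fold change of 0.56 was not past the threshold (standard error 0.45, adjusted p = 0.587, edgeR), and lay between 0.33 and 0.79 with each library left out.

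**Figure D4:**
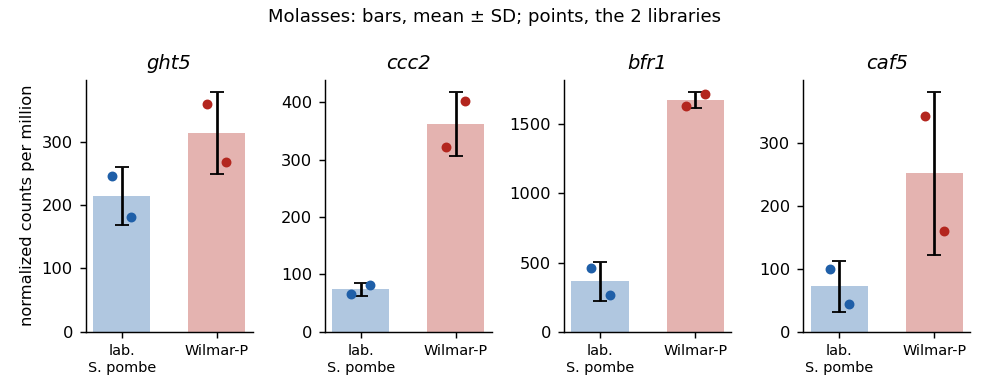
Expression of *ght5*+, *ccc2*+, *bfr1*+ and *caf5*+ on molasses in normalized CPM; bars are means, error bars are 1 SD and points are the 2 libraries of Wilmar-P and of laboratory *S. pombe*. The Wilmar-P means lie above the laboratory means for all 4 genes, with log2 fold changes of 0.56, 2.30, 2.20 and 1.80.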

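The gene sets used in the paper were not used here, and 2 other classes were tested among the 88 genes significantly lower in Wilmar-P on molasses. The class of sexual differentiation and meiosis genes held 165 (3.25%) of the 5080 genes tested, chosen by words in the RefSeq product or by symbols that begin with mug or meu, a definition that leaves out *ste11*+, *byr1*+ and *spk1*+. It held 5 of the 88 lower genes (5.68%), which were *mug121*+, *mat3-Mc*+, *spn7*+, *wtf9*+ and *wtf19*+ (odds ratio 1.82, Fisher's exact test, two-sided, p = 0.21, and 0.315 adjusted over 3 classes). With Wilmar-A glucose replicate 1 treated as unstranded, chosen after seeing the data, the odds ratio was 2.12 (Fisher's exact test, two-sided, p = 0.0456, and 0.0684 adjusted over 3 classes). The stress class was a list of 14 stress-responsive genes, *ctt1*+, *gpd1*+, *gpx1*+, *hsp104*+, *hsp16*+, *hsp9*+, *ish1*+, *ntp1*+, *pyp2*+, *srk1*+, *sro1*+, *tpp1*+, *tps1*+ and *zym1*+. None of the 14 passed the threshold (odds ratio 0, Fisher's exact test, two-sided, p = 1), and a list of this size would hold 0.243 of the 88 lower genes on average, so a count of 0 carries little information. Their log2 fold changes were positive for 9 genes and negative for 5, and the smallest adjusted p of the 14 was 0.181 (edgeR). The lowest value was that of *hsp16*+, -1.47 (adjusted p = 0.256, edgeR), which passed the threshold when only the molasses libraries were fitted (adjusted p = 0.0293, edgeR).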

The downregulated gene subset was enriched for core environmental stress pathway genes as well as genes involved in the regulation of cell differentiation and meiosis (Figure 7C, Table S12) suggesting that, in contrast to glucose-deficient conditions on laboratory medium, activation of these classical stress response pathways (Mata *et al.* 2007; Chen *et al.* 2003) in the molasses condition is repressed in Wilmar-P relative to laboratory *S. pombe*.

**Figure 7:**
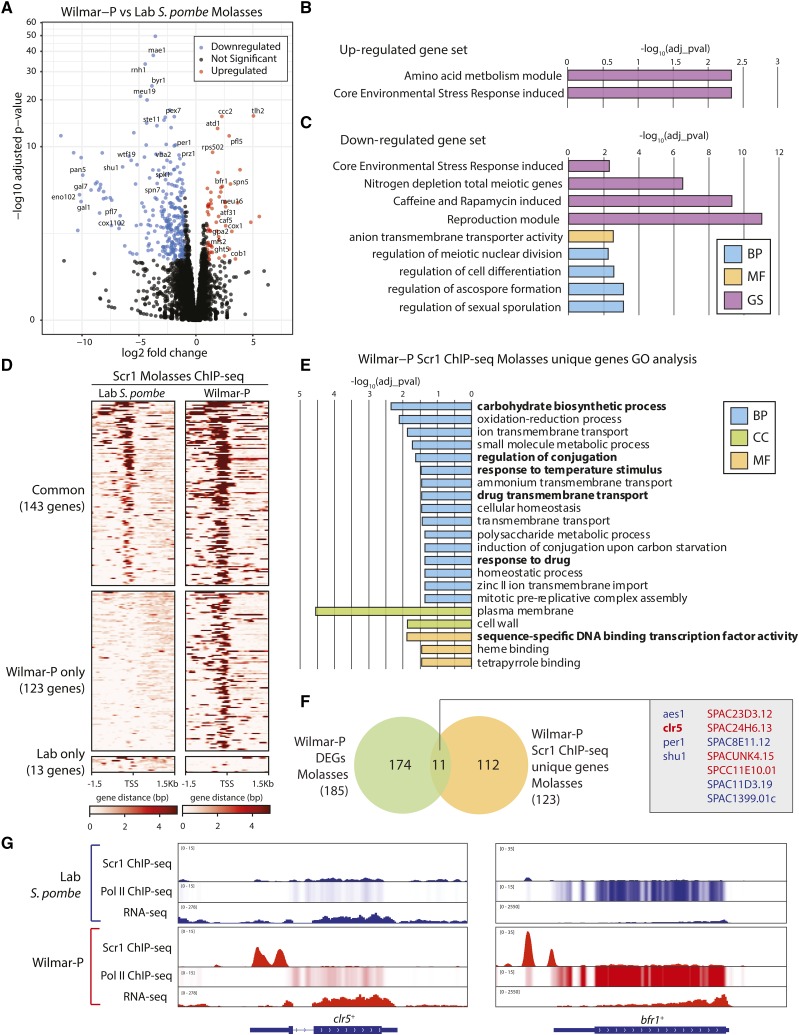
Wilmar-P installs a stress-tolerant transcriptional profile on molasses through the repurposing of Scr1 function. A) Volcano plot of differential gene expression in Wilmar-P *vs.* laboratory *S. pombe* on molasses. Genes of interest are labeled. Gene ontology and gene set enrichment analysis for the genes significantly upregulated (B) and downregulated (C) in Wilmar-P on molasses. BP = Biological process, MF = Molecular function, GS = Angeli gene set. D) Global heatmap of Scr1 ChIP-seq enrichment across gene transcription start sites (TSS) +/− 1.5kb in laboratory *S. pombe* and Wilmar-P in the molasses condition. Heatmap split by regions showing Scr1 binding in both strains (common), Wilmar-P only, or laboratory *S. pombe* only. E) Significantly enriched GO terms for the protein-coding genes bound by Scr1 only in Wilmar-P. BP = Biological process, CC = Cellular component, MF = Molecular function. F) Venn diagram showing overlap of genes significantly differentially expressed in Wilmar-P *vs.* laboratory *S. pombe* on molasses with protein-coding genes bound by Scr1 only in Wilmar-P. Genes within the overlap are labeled as upregulated (red) or downregulated (blue) in Wilmar-P. G) Genome browser views of Scr1 and PolII enrichment and RNA-seq normalized read coverage at the *clr5*^+^ and *bfr1*^+^ loci in laboratory *S. pombe* (blue) and Wilmar-P (red).

The RNA-seq data on laboratory media and molasses suggested improved carbon utilisation within the Wilmar-P strain consistent with our earlier growth assays (Figure 1B, 1C). Therefore, we further investigated the regulation of carbon metabolism pathway genes in Wilmar-P. Several previously defined targets of Scr1 (Vassiliadis *et al.* 2019), a transcriptional repressor of carbon source utilization genes in *S. pombe*, were among the differentially expressed genes in Wilmar-P on glucose or molasses (Figure S7A). To investigate potential alterations to the Scr1 regulatory network in Wilmar-P globally, we tagged Scr1 with a tandem affinity purification (TAP) tag in laboratory *S. pombe* and Wilmar-P cells, and performed chromatin immunoprecipitation sequencing (ChIP-seq) on laboratory *S. pombe* and Wilmar-P Scr1-TAP cells cultured in YES + glucose or molasses conditions. We also performed ChIP-seq against elongating RNA Polymerase II (PolII) to complement the RNA-seq data by specifically examining active transcription in the two strains grown on both conditions in case steady-state mRNAs measured by RNA-seq cannot reliably capture dynamic transcription changes (Tan and Wong 2019). No sequences unique to the Wilmar background were enriched for Scr1 (data not shown), so we analyzed the Wilmar-P ChIP-seq data following read mapping to the laboratory *S. pombe* genome.

Overall, the global binding profiles of Scr1 in the two strains was similar, with enrichment predominantly located upstream of gene transcription start sites in both the glucose and molasses condition (Figure 7D, S7B). Wilmar-P Scr1 binding on glucose largely recapitulated enrichment patterns previously defined for laboratory *S. pombe* Scr1 (Figure S7C, S7D) (Vassiliadis *et al.* 2019) however more binding sites were discovered in the molasses condition in both strains (Table S13, S14). Interestingly, we found an increased number of Scr1 binding sites in Wilmar-P compared to laboratory *S. pombe* in the molasses condition, with 266 Scr1 binding sites detected in Wilmar-P *vs.* 156 in laboratory *S. pombe* (Figure S7C). 143 protein-coding genes were bound by both laboratory *S. pombe* Scr1 and Wilmar-P Scr1. These genes were enriched primarily for carbon metabolism related gene ontologies similar to those previously identified for Scr1 in laboratory *S. pombe* cells in glucose sufficient conditions (Vassiliadis *et al.* 2019), suggesting the core regulatory roles of Scr1 are conserved in both strains in the molasses condition (Figure S7D). Just 13 genes were uniquely bound by laboratory *S. pombe* Scr1 on molasses. Among these genes were those required for galactose metabolism, *gal1*^+^, *gal7*^+^ and *gal10*^+^, which are absent in the Wilmar background (Figure S7E, Figure 3B). In contrast, 123 protein-coding genes which were bound only by Wilmar-P Scr1 were enriched for multiple stress response related ontologies including: response to drug, induction of conjugation and meiosis, response to temperature, ion transport and oxidation-reduction processes (Figure 7E). Multiple transcription factors were also present within this gene set including: *ace2*^+^, *esc1*^+^, *gaf1*^+^, *loz1*^+^, *pho7*^+^, *prr1*^+^, *rst2*^+^, *sfp1*^+^, *sre2*^+^ and *toe1*^+^, which function primarily in the regulation of nutrient and stress response pathways (Corkins *et al.* 2013; Kim *et al.* 2012; Alonso-Nuñez *et al.* 2005; Ohmiya *et al.* 2000; Higuchi *et al.* 2002; Kunitomo *et al.* 2000). Finally, 17 genes encoding transmembrane transporters were also present, including the iron ion transport and metabolism genes: *fet4*^+^, *frp1*^+^, *shu1*^+^, *str1*^+^ and *str3*^+^.

We compared Scr1 binding with changes in gene expression in Wilmar-P *vs.* laboratory *S. pombe* in the molasses condition and found that Scr1 was enriched at just 11 of the genes significantly differentially expressed in Wilmar-P in the molasses condition (Figure 7F). Of these 11 genes, 5 were significantly upregulated in Wilmar-P relative to laboratory *S. pombe* grown on molasses. 

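Figure 7F names 5 genes as upregulated and 6 as downregulated, and in the RNA-seq data all 11 had log2 fold changes in the direction shown. Of the upregulated genes other than *clr5*+, the phosphate transporter gene *pho842*+ (SPAC23D3.12) was past the threshold, with a log2 fold change of 1.96 (standard error 0.33, adjusted p = 0.00988, edgeR). SPAC24H6.13 (1.17, adjusted p = 0.0502, edgeR), *cbl1*+ (SPCC11E10.01; 1.03, adjusted p = 0.0821, edgeR) and SPACUNK4.15 (1.011, adjusted p = 0.101, edgeR) were not. These 3 genes passed with DESeq2's Wald test (adjusted p = 0.00761, 0.0142 and 0.0388). In simulated data DESeq2's Wald test called 26 unchanged genes, against 7 for edgeR. The spread of those data was drawn from edgeR's own fit, so they cannot rank the 2 tests on the real libraries. Of the downregulated genes, *per1*+ (-1.89, adjusted p = 0.00297, edgeR), *shu1*+ (-6.31, adjusted p = 0.012, edgeR) and SPAC11D3.19 (-2.13, adjusted p = 0.00833, edgeR) were past the threshold. *aes1*+ (-2.11, adjusted p = 0.065, edgeR), SPAC8E11.12 (-1.97, adjusted p = 0.0956, edgeR) and SPAC1399.01c (-1.18, adjusted p = 0.0944, edgeR) were not. Adjusted over each list alone, all 5 and all 6 genes passed, which shows no stability because the lists are the paper's calls on these data.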

One of these genes was *clr5*^+^, which is a negative regulator of meiosis related genes in *S. pombe* (Hansen *et al.* 2011). Scr1 was bound at the *clr5*^+^ promoter only in Wilmar-P and this was associated with increased transcription (as measured by RNA-seq and PolII ChIP-seq) in Wilmar-P, but not laboratory *S. pombe* (Figure 7G). 

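*clr5*+ (SPAC29B12.08) lies at 5427297 to 5431523 on chromosome I. On molasses it was expressed at 193 ± 13.3 CPM (SD, n = 2) in Wilmar-P and 82.8 ± 37.9 (SD, n = 2) in laboratory *S. pombe*, from 2313 and 2567 counts in the Wilmar-P libraries and 1632 and 920 in the laboratory libraries. Both Wilmar-P libraries were above both laboratory libraries. The log2 fold change of 1.22 was not past the threshold (standard error 0.35, adjusted p = 0.103, edgeR), and it lay between 0.82 and 1.78 with each library left out in turn. With DESeq2's Wald test the adjusted p was 0.0247. The ChIP-seq data were not analysed here.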

We analyzed the expression patterns of all genes bound by Wilmar-P Scr1 in the molasses condition and identified 15 that showed significantly increased expression in Wilmar-P *vs.* laboratory *S. pombe*, despite the presence of Scr1 at the gene promoter (Table S15), suggesting that, contrary to its canonical role as a transcriptional repressor, Scr1 is associated with transcriptional activation at certain genes in Wilmar-P on molasses. One key example was the ABC transporter and efflux pump encoding gene, *bfr1*^+^, which confers increased growth in the presence of brefeldin A, a potent antifungal agent, when overexpressed and is associated with resistance to numerous other toxic agents (Akiyama *et al.* 2011; Iwaki *et al.* 2006; Nagao *et al.* 1995). 

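*bfr1*+ (SPCC18B5.01c) lies on the minus strand of chromosome III from 709302 to 715435, outside the duplicated region. On molasses 20579 and 21774 reads were counted on it in the Wilmar-P libraries, and 6899 and 4344 in those of laboratory *S. pombe*. The laboratory replicates differed more than those of Wilmar-P, and with each library left out in turn the log2 fold change lay between 1.85 and 2.66. It was past the threshold in the main fit and in all 12 alternative fits on all replicates. The PolII and Scr1 ChIP-seq data were not analysed here.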

Increased PolII enrichment was observed across *bfr1*^+^ in Wilmar-P compared to laboratory *S. pombe* gene as were higher mRNA levels (Figure 7G). *bfr1*^+^ was also significantly upregulated in Wilmar-P compared to laboratory *S. pombe* on molasses (Figure 7A). Interestingly, Scr1 enrichment in laboratory *S. pombe* was also observed at *bfr1*^+^, but was increased in Wilmar-P, suggesting that the presence of Scr1 at the *bfr1*^+^ promoter may have some role in its increased expression in Wilmar-P (Figure 7G). Since both Bfr1 and Clr5 are involved in the suppression of, and/or tolerance to stress responses in *S. pombe*, these results suggest that Wilmar-P Scr1 has acquired additional functions in the suppression of stress responses. However, whether Wilmar-P Scr1 acts as a transcriptional activator of these genes, or whether its presence facilitates the binding of other factors at the gene promoter to induce gene expression remains unclear and requires further investigation.

In summary, our results suggest that Wilmar-P is less susceptible to stressors within the molasses environment due to suppression of canonical stress response and sexual differentiation pathways and upregulation of transmembrane efflux pumps. Multiple stress tolerance related genes including *bfr1^+^* and *clr5^+^* were both directly regulated by Wilmar-P Scr1 in molasses and significantly upregulated compared to laboratory *S. pombe* suggesting reduced sensitivity to CCR mediated repression in the Wilmar background and/or the repurposing of Wilmar-P Scr1 function to promote gene activation.

## Discussion

*S. pombe* is a geographically diverse species and it is likely that untapped genomic variation exists within wild isolates that may be of value to industrial processes. Recent work has emerged in support of this hypothesis, with multiple laboratories reporting a striking array of genetic and phenotypic variation existing within geographically distinct populations of *S. pombe* (Brown *et al.* 2011; Fawcett *et al.* 2014; Jeffares *et al.* 2017; Jeffares *et al.* 2015; Benito *et al.* 2016). In this study we described the genomic and transcriptomic characterization of Wilmar-P, an *S. pombe* isolate that is utilized at industrial scale for the commercial production of bioethanol from sugarcane molasses. Molasses is a complex feedstock that presents multiple challenges to growth, including high sugar loading, osmotic pressure, contaminating microorganisms, residual toxins and/or chemicals from the sugarcane harvesting process, variable levels of base nutrients, minerals, and variable pH levels (Jain and Venkatasubramanian 2017; Wythes *et al.* 1978). Wilmar-P showed a significant growth advantage on molasses compared to Wilmar-A and laboratory *S. pombe* and exhibited resistance to increased temperature and the glucose analog 2-DOG, suggesting it has developed mechanisms that enable it to tolerate these pressures (Figure 1B, 1C). Previous studies have suggested that 2-DOG resistance is associated with altered hexose uptake (Novak *et al.* 1990) or upregulation of the *odr1*^+^ gene encoding an uncharacterized hydrolase (Vishwanatha *et al.* 2016). While *odr1^+^* expression was unchanged in Wilmar-A and Wilmar-P compared to laboratory *S. pombe* under the conditions tested in this study (Table S11), several hexose transporters exhibited altered regulatory dynamics. *S. pombe* contains eight hexose transporter encoding genes (*ght1-8*^+^) with *ght5*^+^ being the most highly expressed and important for viability under low glucose concentrations (Saitoh *et al.* 2015; Heiland *et al.* 2000). We found that *ght5^+^* was within a 100kb duplicated region unique to Wilmar-P (Figure S4) and was significantly upregulated in Wilmar-P across all carbon conditions examined (Figure 4B). We showed previously that Scr1, the key transcription factor driving CCR in *S. pombe*, represses both *ght5*^+^ in the presence of glucose (Vassiliadis *et al.* 2019). While Scr1 was bound at *ght5^+^* in glucose and molasses in Wilmar-P (Table S13), we observed significantly increased *ght5^+^* expression across both conditions compared to laboratory *S. pombe* (Figure 4B, 7A). Duplication of *ght5*^+^ might explain its increased expression, possibly improving the ability of Wilmar-P to acquire and metabolize sugars and so, potentially confering a metabolic advantage to this strain within the industrial environment.

Several smaller amplifications were present within both Wilmar-A and Wilmar-P. One of these amplified loci contained the copper transporting ATPase encoding gene *ccc2*^+^ (Figure S5A). Duplications of *ccc2*^+^ were also found in multiple geographically distinct *S. pombe* isolates (Brown *et al.* 2011). Like *ght5*^+^, *ccc2*^+^ was consistently upregulated in both Wilmar isolates compared to laboratory *S. pombe* across all carbon conditions tested, including molasses (Figure 4C, 7A). Copper is an important cofactor for many biological processes in eukaryotes, including aerobic respiration, iron homeostasis, detoxification, and assimilation of carbon and nitrogen sources (Kim *et al.* 2008), but in excess is known to be inhibitory to yeast growth and fermentation (Peña *et al.* 1998). In *S. cerevisiae*, loss of the *ccc2*^+^ homolog, *CCC2*, negatively affects both iron uptake and aerobic respiration (Yuan *et al.* 1995). Although the function of *ccc2*^+^ has not been extensively studied in *S. pombe*, additional copies may improve the ability of the Wilmar strains to withstand high concentrations of copper within molasses feedstocks, or to more efficiently acquire and/or utilize available copper within the industrial environment to maintain metabolic homeostasis.

Whole genome sequencing and *de novo* assembly of the Wilmar-P genome revealed extensive gene loss within chromosome II subtelomeres (Figure 3). This is consistent with previous studies that have identified karyotypic variation among genetically distinct populations of *S. pombe*, including extensive rearrangement of subtelomeric DNA (Jeffares *et al.* 2017; Brown *et al.* 2011; Bisht *et al.* 2008). Analysis of novel sequences within chromosome II subtelomeres in the Wilmar background identified a region containing 10 putative *S. octosporus* ORFs syntenic with those found in the native *S. octosporus* genome, suggesting that horizontal gene transfer has occurred between the two species somewhere along the Wilmar strain lineage (Figure 5C). Analysis of a putative *S. octosporus* alcohol dehydrogenase encoding sequence within Wilmar-P showed incongruency between the gene tree and the predicted *Schizosaccharomyces* species tree (Rhind *et al.* 2011), supporting the horizontal gene transfer hypothesis (Figure 5D). Ultimately, the genomic rearrangements observed in Wilmar-P support the hypothesis that genome plasticity, particularly at telomeres, may be a key mechanism driving increased genetic variation in wild *S. pombe* populations. It is also intriguing that the Wilmar-P regions containing *S. octosporus* genes originate from a subtelomeric region of *S. octosporus* supercontig 6.3 (Figure 5C). Jeffares and colleagues found 17 putative non-*S. pombe* genes among their 57 isolates with varying degrees of sequence identity to homologs in other Ascomycete fungi, however none of these occurred in syntenic blocks, or possessed such strong sequence conservation to other *Schizosaccharomyces* species genes as those observed in the Wilmar isolates (Jeffares *et al.* 2015). In contrast, several instances of novel genetic elements existing within industrial *S. cerevisiae* strains have been reported. For example, a novel 17kb DNA element predicted to encode 5 genes, including two transcription factors, is present in at least 7 wine/beer *S. cerevisiae* strains (Borneman *et al.* 2011; Novo *et al.* 2009). Phylogenetic and synteny analysis suggested that this cluster originated from *Zygosaccharomyces ballii* and is present in up to three copies within individual *S. cerevisiae* wine/beer strains (Borneman *et al.* 2011). Like the *S. octosporus* regions within the Wilmar background, genes within this cluster showed near-perfect nucleotide sequence identity to their *Z. ballii* orthologs suggesting that horizontal transmission of large DNA elements may be a mechanism by which novel genetic variation can be generated in microbial eukaryotes.

Our RNA-seq analysis revealed distinct transcriptional programs present in Wilmar-P and its ancestral isolate Wilmar-A relative to laboratory *S. pombe* (Figure 6A). In molasses, the industrially relevant environmental context, Wilmar-P showed significant upregulation of genes encoding the drug efflux pumps *bfr1^+^* and *caf5^+^* (Figure 7A). Overexpression of these genes is associated with brefeldin A and caffeine resistance respectively in *S. pombe* (Nagao *et al.* 1995; Benko *et al.* 2004). In contrast, loss of *bfr1*^+^ function results in sensitivity to a range of drugs including caffeine, brefeldin A, cerulenin, clotrimazole, cycloheximide, 4-nitroquinoline oxide and tributyltin (Iwaki *et al.* 2006; Calvo *et al.* 2009; Akiyama *et al.* 2011). It is unclear whether the molasses used by Wilmar Ltd. contains these, or other substances that might be inhibitory to *S. pombe* growth, however upregulation of *bfr1*^+^ and *caf5*^+^ potentially improves the ability of Wilmar-P to export toxic substances out of the cell and so contribute to the improved growth phenotype of Wilmar-P on molasses compared to Wilmar-A and laboratory *S. pombe*. ChIP-seq of Scr1 in Wilmar-P and laboratory *S. pombe* grown on molasses revealed significant enrichment of Scr1 at the *bfr1*^+^ promoter in Wilmar-P, but not laboratory *S. pombe* (Figure 7G). This enrichment was associated with both the increase in *bfr1*^+^ mRNA levels, and increased PolII enrichment. Overexpression of ATP-binding type cassette efflux transporters has been associated with increased tolerance of *S. cerevisiae* industrial strains to alkane biofuels and, more recently, to multi-drug resistance phenotypes in clinical isolates of *Candida albicans*, suggesting these transporters are key to the removal of toxic substances from the cell (Ling *et al.* 2013; Kell *et al.* 2015; Popp *et al.* 2017; Rocha *et al.* 2017).

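On molasses, *ste11*+ (SPBC32C12.02, chromosome II, 3983312 to 3987400) was expressed at 4.63 ± 1.42 CPM in Wilmar-P and 32.1 ± 3.02 in laboratory *S. pombe* (SD, n = 2 each). The log2 fold change was -2.79 (standard error 0.36, adjusted p = 0.00241, edgeR), and lay between -3.14 and -2.51 with each library left out in turn. *byr1*+ (SPAC1D4.13, chromosome I, 667815 to 669742) was expressed at 4.47 ± 1.31 and 63.5 ± 18.9 CPM (SD, n = 2 each), a log2 fold change of -3.83 (standard error 0.40, adjusted p = 0.000475, edgeR; between -4.16 and -3.48 with a library left out). *spk1*+ (SPAC31G5.09c, chromosome I, 2999546 to 3001687) was expressed at 8.07 ± 0.0728 and 28.7 ± 3.70 CPM (SD, n = 2 each), a log2 fold change of -1.83 (standard error 0.30, adjusted p = 0.00816, edgeR; between -1.95 and -1.69 with a library left out). All 3 genes were past the threshold, and every Wilmar-P library was below every laboratory library.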

Alongside upregulation of efflux transporters, the sexual differentiation response gene *ste11*^+^, and mitogen-activated protein kinase (MAPK) pathway genes, *byr1*^+^ and *spk1*^+^, were specifically downregulated in Wilmar-P compared to laboratory *S. pombe* on molasses (Figure 7A). Previous work in *S. pombe*, *S. cerevisiae* and *C. albicans* has shown that the MAPK cascade induces sexual differentiation in the presence of stress stimuli (Bahn *et al.* 2007). Thus, reduced expression of MAPK and sexual differentiation genes in Wilmar-P on molasses could maintain its ability to proliferate under conditions that are normally associated with sexual differentiation and meiosis in laboratory *S. pombe*. Given that Scr1 was not found at the promoters of *byr1*^+^, *spk1*^+^ or *ste11*^+^ in Wilmar-P on molasses, this downregulation could instead be caused by the silencing factor encoding gene *clr5*^+^ or any of the other stress response related transcription factors to which Wilmar-P Scr1 was uniquely bound in the molasses condition (Figure 7E, Table S13). Like *bfr1*^+^, *clr5*^+^ was significantly upregulated in Wilmar-P compared to laboratory *S. pombe* on molasses (Figure 7A). Moreover, Scr1 was bound to the *clr5*^+^ promoter in Wilmar-P on molasses (Figure 7G). Hansen *et al.* (2011) previously found a strong overlap between those genes regulated by Ste11 and Clr5, and that *ste11*^+^ itself is also a target of Clr5 mediated repression (Hansen *et al.* 2011). Taken together, our results suggest that Scr1 may directly play a role in this upregulation of *clr5*^+^ and, indirectly, the repression of Ste11 and other stress response genes in Wilmar-P in the molasses condition.

Stress responses are the result of a complex interplay between sensory and signaling machinery that are still not completely understood despite intense research across multiple eukaryotic systems. Wilmar-P has developed an improved ability to withstand these challenges in the molasses environment through genomic and transcriptomic adaptation including regulatory plasticity involving the Scr1 transcription factor. Considering that *S. pombe* is increasingly being explored for application in industrial processes, including winemaking (Benito *et al.* 2016; Benito *et al.* 2014; Mylona *et al.* 2016), bioethanol (Saithong *et al.* 2009; Choi *et al.* 2010; Abubaker *et al.* 2012), heterologous protein production (Idiris *et al.* 2006; Takegawa *et al.* 2009; Giga-Hama *et al.* 2007; Abe *et al.* 2009), drug discovery (Demirbas *et al.* 2011) and pharmaceutical production (Choi *et al.* 2017), it is of considerable interest to perform similar profiling across a range of industrial *S. pombe* isolates, as this may identify new strains suitable for application in the industrial setting. It is hoped that this work will provide impetus to further explore genomic and transcriptomic variation within *S. pombe* isolates and enable the metabolic/genetic engineering of “designer” strains, which possess improved industrial capabilities.

How the deposited data were processed for this re-analysis (not part of the article)

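Gene expression was measured by RNA-seq in 16 libraries from 8 groups with 2 replicates each. The groups were Wilmar-P and Wilmar-A in glucose, glucose-deficient and glucose-starved medium, and Wilmar-P and laboratory *S. pombe* on molasses. Conditions, replicate numbers and library types were taken from the sample labels and the paper. Laboratory *S. pombe* on laboratory media, the ChIP-seq data and the genome sequencing data were not analysed here. No result therefore compares the Wilmar isolates with laboratory *S. pombe* in the same medium outside molasses. Where Wilmar libraries on laboratory media are set against laboratory *S. pombe*, its molasses libraries are used.

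The authors trimmed adapters with Trim_Galore, aligned the reads with Tophat2 to the *S. pombe* reference genome (ASM294v2) and counted reads on genes with FeatureCounts, counting a read for every gene it overlapped and using strand for libraries prepared as stranded. The deposited values are raw counts for 7019 genes, one column per library, with no normalization and no pooling of replicates, and every column of the table was used. Totals ran from 13246648 to 18164249 counts per library, with a median of 14363853. A gene with 3 counts or fewer was treated as not detected, and a fold change against a group at this floor is given as a lower bound. The floor covers counting error only, since reads are not independent molecules. Coordinates are those of the deposited table. Gene names, products and biotypes came from the RefSeq annotation of ASM294v3, in which 6845 of the 7019 genes had a match. The share of a gene that is repeated was computed as the share of its 50-base stretches that occur elsewhere in that genome.

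Differential expression was computed with edgeR 4.0.16 (R 4.3.3), using TMM normalization, edgeR's expression filter, a quasi-likelihood fit and Benjamini-Hochberg adjustment over all 6662 tested genes. The model had a term for each of the 8 groups and a term for the labelled strandedness, and was fitted to all 16 libraries, which left 7 residual degrees of freedom. The paper used DESeq2 with strandedness as a factor, and DESeq2 1.42.0 served as an alternative. Protein-coding genes with an absolute log2 fold change above 1 and an adjusted p below 0.05 were counted as differentially expressed. Expression levels are CPM scaled by the TMM factors. The comparisons were Wilmar-P with laboratory *S. pombe* on molasses, Wilmar-P with Wilmar-A in each laboratory medium and averaged over them, each medium with glucose within an isolate, and the change of the difference between the isolates from glucose to another medium. The median log2 fold change of the duplicated region was ranked among 10000 random gene lists matched on mean expression in 20 bins. Classes of genes were tested with Fisher's exact test, and with cameraPR of limma 3.58.1 as an alternative. Summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

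The alternatives were DESeq2's size factors, DESeq2's Wald test, no filter on low counts, at least 10 counts in every library, no strandedness term, only the groups compared, a replicate block, mitochondrial genes left out, genes at the floor in one strain left out, no fold change threshold, non-coding genes included, and each replicate left out in turn. The pairing of the replicate block comes from the replicate numbers in the labels. Whether it pairs the libraries was checked by correlating the replicate differences of the groups compared. A further set of alternatives treated Wilmar-A glucose replicate 1 as unstranded and was chosen after seeing the data.

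The genes named are those the paper's text names for an RNA-seq result, those labelled in Figures 3C, 4B, 4C, 7A and 7F, *ght1*+ to *ght8*+ and *odr1*+. For each comparison, the named genes also include the 5 highest and 5 lowest among the genes past the threshold whose levels do not overlap between the groups. Not all of these are discussed. The genes labelled *vba2*, *cox1* and *cob1* in Figure 7A could not be matched to the table by name.

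The code was tested on simulated data drawn from the libraries' means and depths. For differential expression this was a single data set, with the spread taken from the trend of edgeR's fit and no strandedness effect. It tests the code and cannot rank edgeR and DESeq2 on the real libraries. Of 200 genes changed among 6593, edgeR called 166 in the right direction and 7 genes that were not changed. It recovered 96% of the genes changed by 3 and 70% of those changed by 1.5 on the log2 scale. DESeq2's Wald test called 173 changed genes and 26 unchanged ones among 6662 genes. The ranking of a 38-gene list among 4800 genes passed in 3 of 50 simulations without a shift and in 43 of 50 with a shift of 0.3. The search for a shifted segment, in simulations of 800 genes, found it in 48 of 50 with a shift of 1 on the log2 scale and in 11 of 50 with a shift of 0.3.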

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

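The paper does not report the results in this part. The tests of library type, of repeated sequence, of the summed centromeric counts, of silencing factors, of repeat copies and of library depth were chosen only after the result was seen.

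Centromeric non-coding genes of chromosomes I and II gave counts in Wilmar-A far above those in Wilmar-P. Of the 13 such genes tested, 12 had an adjusted p below 0.05 (edgeR, averaged over the laboratory media) and were higher in Wilmar-A, each in 6 of 6 same-numbered pairs. The one tested on chromosome III, SPNCRNA.485, had a log2 fold change of -0.39 (adjusted p = 0.808, edgeR) and was higher in Wilmar-A in 3 of 6 pairs. The summed level on chromosomes I and II was between 13.7 and 56.8 CPM in the Wilmar-P libraries and between 808 and 2700 CPM in the Wilmar-A libraries, a log2 difference of between 4.08 and 6.73 in the 6 pairs. On molasses the sum was higher in Wilmar-P than in laboratory *S. pombe*, with log2 differences of 1.86 and 1.78 in the 2 pairs. Library type was weighed first, and in the 4 pairs of stranded libraries the median log2 difference between the isolates was 6.22. Reads shared between repeat copies were weighed next. The least repeated of these genes, SPNCRNA.359, has 70.0% of its sequence repeated, and its log2 fold change, Wilmar-P over Wilmar-A, was -3.96. A gene that is mostly repeated can still collect shared reads, so for single genes the difference cannot be told apart from reads shared between copies, and which copies are transcribed is not known. Reads moved between these genes would leave their sum alike in the 2 isolates, and the sum over all 26 centromeric non-coding genes was higher in Wilmar-A in each of the 6 pairs, by at least 4.03 on the log2 scale. Genomic DNA in the Wilmar-A libraries would also raise silent coding genes, and the median log2 fold change of the 500 least expressed coding genes was -0.0625. Of 20 genes for silencing factors, 0 had an adjusted p below 0.05, and 0 had an unadjusted p below 0.05. Their log2 fold changes lay between -0.22 and 0.35, so a difference in the level of these mRNAs was not seen. More centromeric repeat copies in Wilmar-A could not be tested from RNA, and the median log2 fold change of the centromeric genes, -5.45, cannot be told apart from that explanation. A difference between the isolates in the silencing of these repeats remains as a hypothesis beside these explanations.

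On molasses, 68 long non-coding genes of 1311 tested passed the same thresholds as the coding genes, 11 higher and 57 lower in Wilmar-P. The paper counts protein-coding genes only. Of the 68, 41 overlap a coding gene. Reads of an overlapping coding gene were weighed first, and 8 overlap a coding gene that itself passed in the same direction. Genes absent from Wilmar-P were weighed next, and 2 of the 57 lower genes had no more than 3 counts in every Wilmar library. This rule is strict, and 12 of the 57 had no more than 3 counts in both Wilmar-P molasses libraries, so the share due to absence was not settled. A change of transcription of these genes in Wilmar-P may remain for the rest, but the strain and its growth on molasses cannot be separated in this design, because laboratory *S. pombe* on laboratory media was not analysed here.

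SPMTR.01, a gene of the separate mating-type sequence in the deposited table, had at least 28 and at most 213 counts in the 14 Wilmar libraries and 0 counts in both laboratory *S. pombe* libraries, all 4 molasses libraries included. On molasses its level in Wilmar-P was at least 12.2-fold higher than the floor in laboratory *S. pombe*. At the lowest Wilmar level, each laboratory library would hold at least 32.9 counts, so depth does not account for the 0. Reads from a copy of the same sequence at another locus were weighed by looking for a gene with the same counts, and the closest gene matched in 3 of the 16 libraries. The reference used here has no separate mating-type region to test this further, so the signal cannot be told apart from reads of another copy. A candidate explanation is that the Wilmar isolates and the laboratory strain carry different mating-type information, which was not tested. SPMTR.04, named in the same series, had counts in all 16 libraries. On molasses it had 334 and 444 counts in laboratory *S. pombe* and 102 and 120 in Wilmar-P. The lack of counts in the laboratory strain is thus not shared by SPMTR.04, which does not decide the explanation.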

How the results depend on the processing

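The alternatives in this part were chosen before the data were examined, except those that treat Wilmar-A glucose replicate 1 as unstranded and the replicate block for gene classes, which were chosen after seeing the data. Of the results that answer a comparison, 223 recomputed values kept their direction and their side of the threshold, or moved by less than the limit for a count, and 46 moved, 6 reversed and 2 became stronger. With the alternatives chosen later, 18 were unchanged in this sense, 31 moved, 2 reversed and 9 became stronger. For single named genes the numbers were 66 unchanged, 18 moved, 3 reversed and 4 stronger, and 28 unchanged and 6 stronger with the later alternatives. The cause of a change was not tested for any of them. Each alternative was run for the results it was set for. For Wilmar-P against Wilmar-A in glucose, as on molasses, higher and lower genes are given separately.

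DESeq2's size factors, no filter on low counts, at least 10 counts in every library, mitochondrial genes left out and no fold change threshold left every total of differentially expressed genes, and the higher and lower genes on molasses, within 1.5 times the value reported. Genes at the floor were left out for the comparison on molasses only, which gave 27 higher and 74 lower genes against 28 and 88. The split by direction moved further for Wilmar-P in glucose-deficient medium, where 34 genes were lower with at least 10 counts in every library, against 11. With DESeq2's size factors, 3 higher and 0 lower genes passed between the isolates in glucose-deficient medium, against 3 and 1, and Wilmar-A in glucose-starved medium had 896 higher and 835 lower genes against 823 and 943. The median log2 fold change of all genes in that comparison was -0.21 with TMM and -0.12 with DESeq2's size factors. With at least 10 counts in every library, the median of the duplicated region on molasses was -0.017 (permutation p = 0.736, two-sided) against 0.038 (permutation p = 0.936, two-sided).

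Without the strandedness term, 18 higher and 55 lower genes passed on molasses, against 28 and 88. Between the isolates 1 gene passed in glucose-deficient and 3 in glucose-starved medium, against 4 and 6. Relative to glucose, 62 genes passed in Wilmar-A and 60 in Wilmar-P in glucose-deficient medium, against 491 and 123. The median of the duplicated region in glucose was 0.20 (permutation p = 0.0002, two-sided, the smallest possible) against 0.12 (permutation p = 0.0704, two-sided).

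When only the groups compared were fitted, 18 genes were higher on molasses. Between the isolates 0 genes passed in glucose (40 at an unadjusted p below 0.05), 60 in glucose-deficient and 1 in glucose-starved medium. Wilmar-A in glucose-deficient medium had 0 genes relative to glucose (579 at an unadjusted p below 0.05). Wilmar-P on molasses had 357 relative to glucose, against 63. The median of the duplicated region was -0.029 in glucose (permutation p = 0.533, two-sided) and -0.014 on molasses (permutation p = 0.843, two-sided), and the log2 fold change of *ght5*+ in glucose was -0.28 against 0.34. In this fit with Wilmar-A glucose replicate 1 treated as unstranded, 13 higher and 51 lower genes differed between the isolates in glucose, 34 in the average over media, and 287 between glucose-deficient medium and glucose in Wilmar-A.

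DESeq2's Wald test called 51 higher genes on molasses, and between the isolates 9 higher and 98 lower in glucose, 23 in glucose-deficient medium, 20 in glucose-starved medium and 42 in their average, against 0 and 1, 4, 6 and 21. It called 239 genes in Wilmar-P in glucose-deficient medium and 148 in Wilmar-P on molasses, both relative to glucose. The change of the difference between the isolates was called for 2 genes from glucose to glucose-starved medium and 3 from glucose to glucose-deficient medium, against 0 and 0 (174 and 124 at an unadjusted p below 0.05). The odds ratio of transporters among the higher genes was 6.20. Treating Wilmar-A glucose replicate 1 as unstranded as well gave 64 higher and 161 lower on molasses, 4 higher and 25 lower between the isolates in glucose and 30, 31 and 44 in the other media and the average, 295 for glucose-deficient medium and 213 for molasses in Wilmar-P, and 3 genes for the change to glucose-starved medium. The odds ratios were then 5.38 for transporters, 2.04 for meiosis genes and 2.37 for stress genes (against 3.36, 1.82 and 0).

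With the replicate number as a block, 96 higher and 157 lower genes passed on molasses. The replicate differences behind this pairing had a correlation of -0.0088 across coding genes on molasses, 0.054 between Wilmar-P on molasses and in glucose, and 0.028 between Wilmar-P in glucose-starved medium and in glucose, so the numbers do not pair these libraries. For the last of these, 1481 genes passed with the block against 1523, and for molasses relative to glucose 28 passed against 63. Between the isolates the block gave 23, 29 and 35 genes in the 3 media and 53 in their average, and 325 genes for Wilmar-A in glucose-deficient medium. It called 6 genes for the change of the difference to glucose-starved medium and 2 to glucose-deficient medium. The median of the duplicated region in glucose was -0.012 (permutation p = 0.479, two-sided). The odds ratios among the genes called with the block were 3.76 for transporters, 2.09 for meiosis genes and 2.42 for stress genes. With Wilmar-A glucose replicate 1 treated as unstranded and the block, the numbers were 102 higher and 154 lower on molasses, 4 higher and 17 lower between the isolates in glucose, 23 and 22 in the other media and 44 in the average, and 2 for the change to glucose-starved medium, with odds ratios of 3.89 for transporters and 2.14 for meiosis genes.

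With Wilmar-A glucose replicate 1 treated as unstranded and nothing else changed, 50 higher and 139 lower genes passed on molasses. Between the isolates 1 higher and 5 lower genes passed in glucose, 9 in glucose-deficient medium, 10 in glucose-starved medium and 40 in their average. Relative to glucose, 237 genes passed in Wilmar-P and 332 in Wilmar-A in glucose-deficient medium, and 148 in Wilmar-P on molasses. The median of the duplicated region in glucose was 0.19 (permutation p = 0.0002, two-sided, the smallest possible), and the odds ratios were 6.35 for transporters and 2.12 for meiosis genes.

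With non-coding genes included, 43 higher and 164 lower genes passed on molasses, 9, 13, 19 and 40 between the isolates, and 761 in Wilmar-A in glucose-deficient medium. For the lost genes, 6 had 0 counts throughout, against 13 at the floor of 3. The competitive test placed transporters lower in Wilmar-P (limma's cameraPR, p = 0.0817, two-sided, n = 177 genes), against the higher odds ratio.

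With each library left out in turn, between 326 and 486 of the 491 genes of Wilmar-A in glucose-deficient medium kept their direction and an absolute log2 fold change above 1. The median of the duplicated region lay between 0.0041 and 0.36 in glucose, between 0.27 and 0.59 in glucose-deficient medium, between -0.011 and 1.10 in glucose-starved medium and between 0.038 and 0.072 on molasses. The log2 fold change of *ght5*+ between the isolates in glucose lay between -0.24 and 1.22, and was -0.24 without Wilmar-P glucose replicate 1 and -0.066 without Wilmar-A glucose replicate 2.

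Depth limited the results for genes near the floor. For the lowest genes on molasses only a lower bound of the fold change can be given, and the genes at no more than 3 counts were not detectable at this depth.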

Differences from the paper's values

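The paper's number of differentially expressed protein-coding genes between Wilmar-P and laboratory *S. pombe* on molasses is 185, of which the paper calls 134 lower in Wilmar-P. The paper's number of higher genes, taken as the difference of these values, is 51, and the number found here was 28, beside 88 lower genes. Of the alternatives set before the data were examined, those within 1.5 times the paper's 51 were DESeq2's Wald test (51) and all genes with non-coding ones included (43). Those that were not were DESeq2's size factors (27), no filter on low counts (29), at least 10 counts in every library (25), no strandedness term (18), mitochondrial genes left out (29), genes at the floor left out (27), only the groups compared (18), no fold change threshold (32) and the replicate block with strandedness (96). With Wilmar-A glucose replicate 1 treated as unstranded, chosen after seeing the values, the number was 50, and it was 64 with DESeq2's Wald test and 102 with the replicate block. For higher and lower genes together, the alternatives within 1.5 times the paper's 185 were DESeq2's Wald test (168), the replicate block with strandedness (253), no fold change threshold (129), all genes (207) and, chosen after seeing the values, Wilmar-A glucose replicate 1 treated as unstranded (189), also with DESeq2's Wald test (225) or the block (256), while the result reported was not.

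The paper's number of genes lower in Wilmar-P is 134, and the number here was 88. The alternatives within 1.5 times the paper's value were no filter on low counts (90), DESeq2's Wald test (117), the replicate block with strandedness (157), no fold change threshold (97) and all genes (164). DESeq2's size factors (85), at least 10 counts in every library (71), no strandedness term (55), mitochondrial genes left out (88), genes at the floor left out (74) and only the groups compared (83) were not. With Wilmar-A glucose replicate 1 treated as unstranded, chosen after seeing the values, the number was 139, and it was 161 with DESeq2's Wald test and 154 with the replicate block.

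Of the Figure 7F genes, the paper's number significantly upregulated is 5, and 1 passed here. All 5 passed with DESeq2's Wald test and with the replicate block with strandedness, and with the 3 alternatives chosen after seeing the values that treat Wilmar-A glucose replicate 1 as unstranded. With no filter on low counts and with mitochondrial genes left out 2 passed, and with the other alternatives set before the data were examined 1 passed.

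The paper also calls genes that did not pass the threshold here. *caf5*+ and *clr5*+ are called upregulated on molasses, and their adjusted p-values were 0.072 and 0.103 (edgeR), with log2 fold changes of 1.80 and 1.22 and both Wilmar-P libraries above both laboratory libraries. Both passed with DESeq2's Wald test (0.00403 and 0.0247), with the replicate block (0.000353 and 0.00587) and, chosen after seeing the values, with Wilmar-A glucose replicate 1 treated as unstranded, alone (0.0186 and 0.0405), with DESeq2 (0.000489 and 0.00762) or with the block (0.000508 and 0.00756). Over all alternatives the adjusted p lay between 0.000353 and 0.15 for *caf5*+ and between 0.00587 and 0.146 for *clr5*+. In simulated data DESeq2's Wald test called more unchanged genes than edgeR, 26 against 7. The spread of those data was drawn from edgeR's own fit, so they cannot rank the tests on the real libraries. *ght5*+ is called upregulated on molasses. Its log2 fold change was 0.56 (adjusted p = 0.587, edgeR), and over the alternatives the adjusted p lay between 0.179 and 0.679, so no alternative called it. A gene that Figure 7A labels as upregulated, read by eye as *mrs2*+, had a log2 fold change of 0.01 (adjusted p = 0.988, edgeR) and was called by no alternative.

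*ght5*+ is also stated to be raised in Wilmar-P and not in Wilmar-A on laboratory media. The log2 fold change of Wilmar-P over Wilmar-A was 0.34, 0.67 and 0.43 in the 3 media and passed the threshold in none. The threshold asks for more than a doubling, so this does not weigh against an effect of the duplication. In glucose its adjusted p was 0.0085 when only the glucose libraries were fitted with Wilmar-A glucose replicate 1 treated as unstranded, chosen after seeing the values, but the log2 fold change was then 0.47, under the threshold of 1. The comparison with laboratory *S. pombe* on these media was not analysed here.

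The downregulated genes of Figure 7F that did not pass here were *aes1*+, SPAC8E11.12 and SPAC1399.01c. All 3 passed with the replicate block and, chosen after seeing the values, with Wilmar-A glucose replicate 1 treated as unstranded in 3 fits. *aes1*+ and SPAC1399.01c passed with DESeq2's Wald test, and *aes1*+ when only the groups compared were fitted.

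The paper reports enrichment of transporter genes among the genes higher on molasses, and of stress and meiosis genes among those lower. With the classes used here, which are not the paper's gene sets, the odds ratios were 3.36, 0 and 1.82 (Fisher's exact test, two-sided, p = 0.072, 1 and 0.21). The stress list of 14 genes would hold 0.243 of the 88 lower genes on average, so its 0 does not weigh against the paper's statement, and the meiosis class leaves out *ste11*+, *byr1*+ and *spk1*+, which were significantly lower. The transporter class had p = 5.28e-05 (Fisher's exact test, two-sided) with DESeq2's Wald test, and with settings chosen after seeing the values p was 4.51e-05 with Wilmar-A glucose replicate 1 treated as unstranded, 6.01e-05 with DESeq2 as well, and 0.000451 and 0.000193 with the replicate block without and with that change (Fisher's exact test, two-sided). The meiosis class had an unadjusted p below 0.05 only with settings chosen after seeing the values, with p = 0.0456, 0.0402, 0.036 and 0.0331 in the same order (Fisher's exact test, two-sided), and these were 0.0684, 0.0603, 0.054 and 0.0496 after adjustment over 3 classes. The stress class passed with none, and its smallest p was 0.356 (Fisher's exact test, two-sided).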

Other observations

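In this part, the 2 tests on Wilmar-A glucose replicate 1 and the test of the lower genes on other media were chosen before their results were seen. The other tests were chosen only after the result was seen.

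Wilmar-A glucose replicate 1 is labelled stranded, but 8.65% of its counts fell on non-coding genes, against 1.55% in replicate 2. If its reads had been counted without regard to strand, antisense non-coding genes would collect the reads of the coding gene across from them. Spearman's rho across antisense genes, between their counts per base and those of the coding gene, was 0.822 in this library. It was between 0.796 and 0.828 in the 3 libraries labelled unstranded and between -0.232 and -0.0765 in the other 12. More non-coding RNA in that culture would raise non-coding genes without an overlapping coding gene as well. Their share was 1.65 times that of replicate 2, and the share of antisense genes 10.0 times. The values are consistent with counting without regard to strand, and the label was kept in the results because it was the stated one.

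In Wilmar-P glucose-starved medium, the 38 genes of the duplicated region were higher in replicate 2 than in replicate 1, with a median log2 difference of 1.12 and 37 of 38 genes higher. The region was level with Wilmar-A in replicate 1. The 76 coding genes beside the region had a median difference of -0.0352, so normalization does not account for it. Of 4887 windows of 38 neighbouring coding genes outside the region, 0 had a median shift as large, and the largest was 0.28. Between the Wilmar-A glucose-starved replicates the 38 genes had a median difference of -0.0138, so a response that the 2 cultures of that isolate shared was not seen. A mislabelled Wilmar-A library would show the centromeric non-coding counts of Wilmar-A, and replicate 1 had 1.22% of their mean. The segment of chromosome III that was shifted most clearly ran from 120540 to 206717 and covered 86.4% of the duplicated region. It stopped before *ght5*+, which is in the duplicated region and differed by 0.21 between the replicates. Against Wilmar-A, *ght5*+ had a log2 difference of -0.037 in replicate 1 and 1.00 in replicate 2, and the most shifted segment in replicate 2 ran from 120540 to 217099, *ght5*+ included, with a median of 1.05. A candidate explanation is that fewer cells of that culture carried the duplication, and RNA alone cannot tell this apart from a difference in transcription of the region. In glucose replicate 2, glucose-starved replicate 1 and both molasses pairs the most shifted segment lay elsewhere. The search found a simulated shift of 0.3 in 11 of 50 trials, so a shift of that size could be missed. On molasses the median over laboratory *S. pombe* was 0.04, with 20 and 22 of 38 genes higher in the 2 pairs.

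Of the 88 genes lower in Wilmar-P than laboratory *S. pombe* on molasses, 27 (30.7%) lie within 100 kb of a chromosome end, against 145 (2.9%) of the other 4992 coding genes tested (odds ratio 14.8, Fisher's exact test, two-sided, p = 1.49e-19). Of the 28 higher genes, 4 do (odds ratio 4.85, Fisher's exact test, two-sided, p = 0.0138). Absence of the genes from the Wilmar background would leave them without counts, and 3 of the 88 had no more than 3 counts in all 14 Wilmar libraries. This rule is strict, since 14 of the 88 are on the list of genes in Figure 3A, and 14 had no more than 3 counts in both Wilmar-P molasses libraries. A difference of the strain that other media also show would place the genes below the laboratory molasses libraries in every Wilmar library, and 54 of the 88 were, against 172 of the 4964 genes not past the threshold. In the 4 Wilmar glucose libraries 79 of the 88 were below both laboratory libraries. The 88 genes were selected for laboratory levels above Wilmar-P on molasses and the other genes were not, so these counts would be raised by the selection alone and cannot separate the strain from the medium. Because laboratory *S. pombe* on laboratory media was not analysed here, no better comparison was possible, and the position near chromosome ends does not say whether the cause lies in sequence or in transcription.

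The 21 genes that differed between Wilmar-P and Wilmar-A averaged over laboratory media were set against the 32 splits that swap the isolates within same-numbered pairs. Only 1 split, the real one, gave as many genes, and each of the other splits gave 0. When Wilmar-A glucose replicate 1 was treated as unstranded, the real split gave 40 genes and no other more than 6.

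Within Wilmar-P, 63 genes differed between molasses and glucose, 39 higher and 24 lower on molasses. *ght5*+ was lower on molasses, with a log2 fold change of -3.01 (adjusted p = 0.0194, edgeR). *byr1*+ (-4.08, adjusted p = 0.00157, edgeR), *ste11*+ (-3.32, adjusted p = 0.00186, edgeR) and *spk1*+ (-2.06, adjusted p = 0.0142, edgeR) were lower as well, each below both glucose libraries in 2 of 2 molasses libraries. Whether laboratory *S. pombe* changes in the same way was not analysed here. *bfr1*+, which was higher in Wilmar-P than laboratory *S. pombe* on molasses, was lower in Wilmar-P than in Wilmar-A averaged over laboratory media, with a log2 fold change of -1.19 (adjusted p = 0.03, edgeR). None of the 8 hexose transporter genes passed the threshold on molasses (smallest adjusted p 0.271, edgeR; 3 higher and 5 lower). *odr1*+ had a log2 fold change of -0.13 on molasses (adjusted p = 0.874, edgeR).

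The 13 annotated Tf2 retrotransposon genes had counts in a range that was narrow relative to their level within each Wilmar library, such as between 9576 and 11235 in Wilmar-P glucose replicate 1 and between 3276 and 3820 in Wilmar-A glucose-starved replicate 2. Relative to the lowest count, the range was wider in laboratory *S. pombe* on molasses, between 3847 and 5231 in replicate 1 and between 3578 and 5082 in replicate 2. Their sequences are near-identical, so their counts describe the family and no single copy.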
